# Small molecule inhibition rescues the skeletal dysplasia phenotype of *Trpv4* mutant mice

**DOI:** 10.1172/jci.insight.182439

**Published:** 2026-01-23

**Authors:** Lisette Nevarez, Taylor K. Ismaili, Jennifer Zieba, Jorge Martin, Davis Wachtell, Derick Diaz, Jocelyn A. Ramirez, Valeria Aceves, Joshua Ito, Ryan S. Gray, David Goldstein, Sunil Sahdeo, Deborah Krakow, Daniel H. Cohn

**Keywords:** Bone biology, Cell biology, Genetics, Bone development, Calcium channels, Cartilage

## Abstract

The *TRPV4* skeletal dysplasias are characterized by short stature, short limbs with prominent large joints, and progressive scoliosis. They result from dominant missense mutations that activate the TRPV4 calcium permeable ion channel. As a platform to understand the mechanism of disease and to test the hypothesis that channel inhibition could treat these disorders, we developed a knock-in mouse that conditionally expresses the p.R594H *Trpv4* mutation. Embryonic, chondrocyte-specific induction of the mutation using *Col2a1-Cre* resulted in a skeletal dysplasia affecting the long bones, spine, and craniofacial skeletal elements, consistent with the human skeletal dysplasia phenotypes produced by *TRPV4* mutations. Cartilage growth plate histological abnormalities included disorganized proliferating chondrocyte columns and reduced hypertrophic chondrocyte development, reflecting abnormal endochondral ossification. In vivo treatment with the TRPV4-specific inhibitor GSK2798745 markedly improved the radiographic skeletal phenotype and rescued the growth plate histological abnormalities. ScRNA-Seq of chondrocyte transcripts from affected mice identified calcium-mediated effects on multiple signaling pathways as potential mechanisms underlying the defects in linear and cartilage appositional growth observed in both mutant mice and patients. These results provide preclinical evidence demonstrating TRPV4 inhibition as a rational, mechanism-based therapeutic strategy to ameliorate disease progression and severity in the *TRPV4* skeletal dysplasias.

## Abstract 2

Genetic skeletal disorders with short stature and scoliosis could be treated by a drug that inhibits the activated TRPV4 calcium channel mutated in these diseases

## Introduction

TRPV4 is a tetrameric, plasma membrane-localized, calcium permeable ion channel (1–4). The channel can be activated by a variety of environmental stimuli including low osmolarity (1, 2), heat (5, 6), and mechanical stimulation (7), as well as by both natural (8) and synthetic (9, 10) ligands. It is a member of the larger TRP ion channel family, originally discovered in the vision-impaired *trp* mutant of *Drosophila* (11), which showed transient increased potential upon light stimulation. Most TRP channels are homo- or heterotetramers, and mammalian TRP channels have been classified into 7 groups based on their structures, sequences, and functions (12, 13). TRPV4 is highly expressed in chondrocytes (14), consistent with its role in the developing skeleton, but is also expressed at lower—but functionally important—levels in many other tissues, including the bladder, neurons, lung, kidney, liver, bone, muscle, and vascular endothelium (15–26). Physiologically important TRPV4 activity among tissues with lower expression reflects the cooperative nature of channel activation, which can amplify the consequences of channel activity to boost intracellular calcium, even when there are fewer channels at the cell surface (27).

Inherited disorders due to defects in *TRPV4* were first described in 2008, when dominant *TRPV4* mutations were identified in brachyolmia (OMIM 113500), a mild short stature phenotype primarily characterized by scoliosis (14). Subsequently, heterozygosity for *TRPV4* mutations was found in several previously described skeletal dysplasias, leading to definition of a new bone dysplasia family, the *TRPV4* channelopathies (28, 29). These included, in order of increasing severity, spondylometaphyseal dysplasia Kozlowski type (SMDK; OMIM 184252), metatropic dysplasia (OMIM 156530), and lethal metatropic dysplasia (OMIM 156530), all of which have short stature with increasing deformities of the long bones and, in the nonlethal phenotypes, progressive scoliosis (30, 31). Additional disorders included within this skeletal dysplasia spectrum are spondyloepiphyseal dysplasia Maroteaux type (OMIM 184095) and parastremmatic dysplasia (OMIM 168400), which are similar to and classified with SMDK and MD, respectively (32, 33). Furthermore, a distinctive form of hand osteoarthritis (OMIM 606835; ref. 34), an inherited phenotype with isolated osteonecrosis of the femoral head (OMIM 617383; ref. 35), and a disorder with the combination of skeletal abnormalities along with giant cell lesions of the jaw and skull, and polyneuropathy (36) also result from heterozygosity for *TRPV4* mutations. Finally, a set of peripheral neuropathies, ranging from a form of Charcot-Marie-Tooth neuropathy (OMIM 606071) to a very severe form of scapuloperoneal spinal muscular atrophy (OMIM 181405), were also shown to result from dominant *TRPV4* mutations (37–40).

Among the *TRPV4* skeletal dysplasias, most mutations result in activation of the TRPV4 channel. As demonstrated by patch clamp studies and whole cell calcium imaging, primarily in transfected HEK293T cells (14, 30), the activating mutations led to increased basal (unstimulated) channel activity as well as increased response to agonists, with some mutation-specific variability in these parameters. In the transfected cells, cell-surface biotinylation studies showed that the proteins encoded by 2 of the brachyolmia mutations, p.R616Q and p.V620I, localized to the cell membrane (14), showing that mutant tetramers could be properly assembled within the cells and function at the cell surface. Studies in transfected frog oocytes demonstrate that the basal open probability among a series of 14 mutations was increased along the spectrum of clinical severity, consistent with the hypothesis that the extent of channel activation determines phenotypic severity (41).

In aggregate, the in vitro data demonstrate that TRPV4 channel activation is the primary mechanism of disease in the *TRPV4* skeletal disorders. To determine whether increased TRPV4 expression or abnormal TRPV4 activity resulting from the activating mutations produced these phenotypes, transgenic mice were constructed that overexpressed either WT or mutant TRPV4 in chondrocytes (42). Overexpression of WT TRPV4 had minimal phenotypic consequences while overexpression of p.R594H TRPV4, the most common SMDK mutation in humans, resulted in a perinatal lethal skeletal phenotype similar to lethal metatropic dysplasia. These data demonstrate that these phenotypes result from increased activity of abnormal TRPV4 but not increased expression of WT channels. The results further show that expression of the mutation in chondrocytes was sufficient to model the skeletal phenotype.

Because the *TRPV4* skeletal dysplasia mutations activate TRPV4, we sought to test the hypothesis that inhibitors of the channel would be an effective therapeutic strategy. The clinical goal of therapy would be to ameliorate the progressive axial and appendicular skeletal abnormalities that characterize these disorders. We therefore constructed heterozygous conditional knock-in (cKI) mice and established a nonlethal model of the *TRPV4* skeletal disorders by selective expression of the p.R594H *Trpv4* mutation in chondrocytes. Treatment of the affected mice with a TRPV4-specific inhibitor reduced the severity of the skeletal abnormalities, demonstrating that systemic inhibition is able to target cartilage tissue in vivo. ScRNA-Seq of chondrocyte transcripts from affected mice identified calcium-mediated effects on multiple signaling pathways as potential mechanisms underlying the defects in linear and cartilage appositional growth observed in both mutant mice and patients. Our results, thus, provide preclinical data supporting TRPV4 inhibition as a therapeutic avenue to treat the *TRPV4* skeletal disorders.

## Results

### A mouse skeletal dysplasia phenotype due to expression of activated Trpv4.

To model the human *TRPV4* skeletal disorders in mice, our goal was to create a mouse with a physiologically relevant skeletal phenotype mild enough to allow a breeding colony to be established but severe enough to provide a therapeutic window within which to test the efficacy of channel inhibition. We initially constructed a CRISPR-mediated global knock-in mouse heterozygous for the p.V620I mutation, which produces brachyolmia in humans, but this model did not have marked skeletal abnormalities and had a lethal skeletal phenotype in the homozygous state (unpublished data). A global heterozygous knock-in for the SMDK p.R594H mutation could not be maintained because the mice had a severe, but nonlethal, skeletal phenotype (unpublished data). Consequently, we used CRISPR-enabled technology to replace 1 WT *Trpv4* allele with a cKI allele for p.R594H (Figure 1A). Mice either heterozygous or homozygous for the unrecombined cKI allele were born at expected Mendelian ratios (data not shown) and were phenotypically normal (Figure 1).

Mice heterozygous for the cKI allele were crossed with transgenic mice hemizygous for the *Col2a1*-*Cre* allele, which is selectively expressed in chondrocytes beginning at about E9.5 of mouse gestation (43). Because *Trpv4* is coexpressed with *Col2a1* in developing skeletal elements beginning at least as early as about E12.5 (44), this strategy was designed to model heterozygosity for the mutation in chondrocytes. Using RNA extracted from growth plate cartilage of E19.5 affected mice, sequence analysis of the *Trpv4* RT-PCR product revealed the presence of the mutant *Trpv4* transcript (Figure 1B), demonstrating that the conditional allele had been recombined and expressed in chondrocytes. The *Col2a1-Cre/Trpv4*^p.R594H^ mice were characterized at about 8 weeks of age, and both male and female mice were of statistically significantly smaller body length, with significantly shorter tails in females than control littermates with WT/WT, *Col2a1*-*Cre/WT*, or WT/*Trpv4*^p.R594H^ genotypes (Figure 1C and Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.182439DS1). There were significantly shorter femur and tibia lengths in both male and female mutant mice relative to WT animals (Supplemental Figure 1). Craniofacial abnormalities included a domed skull and midface hypoplasia (Figure 1C). Radiographs of the affected mice showed axial and appendicular skeletal abnormalities that included generalized long bone shortening, platyspondyly, and an epimetaphyseal dysplasia most prominent at the proximal tibiae (Figure 1, D and E), which showed mildly flattened epiphyses and markedly widened metaphyses similar to what is observed in humans with *TRPV4* skeletal disorders.

Histology of the proximal tibial growth plates (Figure 2A) in the mutant 8-week *Col2a1-Cre* *Trpv4* p.R594H–induced mice revealed loss of proliferating chondrocyte column formation in which the cells were more randomly distributed, even within individual chondrons. The disorganization of the proliferative zone and loss of chondrocyte column formation suggests that the growth abnormality primarily occurs at the level of the proliferating chondrocytes. By RNAscope, *Sox9* transcripts appeared to be normally distributed in mutant proliferative zone chondrocytes (Figure 2B), suggesting that altered regional expression of SOX9 was unlikely to be the cause of the morphological abnormality. The effect on hypertrophic cells, which were identified by position, morphology, and type X collagen expression, was more variable. In some mutant mice, the hypertrophic chondrocytes were absent, while in most others, the hypertrophic zone was reduced in mutant growth plates relative to controls (Figure 2B). Growth plate measurements reflected this variability, with no statistically significant differences in the sizes of the proliferating and hypertrophic zones or the proliferating/hypertrophic zone ratio (data not shown), relative to unaffected mice. Nevertheless, the qualitative histological data reflect the disrupted endochondral ossification observed on radiographs. Histology of the vertebral bodies (Figure 2C) also showed disruption of endochondral ossification in these axial skeletal elements, with reduction of the mineralized area of the vertebral bodies similar to that observed on radiographs, a corresponding increase in the nonmineralized intervertebral disc area, and markedly abnormal nuclei pulposi. Despite the abnormal appearance of the vertebral bodies by both histology and radiographs, in vivo μCT imaging at 8 weeks of age did not show evidence of scoliosis. However, metatropic dysplasia is often associated with odontoid hypoplasia — an underdevelopment of the odontoid process — which can compromise the stability of the atlantoaxial joint (the connection between the C1 and C2 vertebrae) and cause spinal cord compression. μCT analysis (Figure 3) did reveal a smaller odontoid in mice expressing the mutation, with a statistically significantly reduced odontoid area (Figure 3, C–F). In addition, there was an increased cervical angle observed at the boundary between the cervical and thoracic vertebrae, with both a smaller and undermineralized T1 vertebral body (Figure 3, A and B). Together, these findings show that cartilage-specific expression of the *Trpv4* p.R594H mutation is sufficient to reproduce the skeletal abnormalities seen in human *TRPV4*-related disorders. They also suggest that the phenotype arises from altered proliferation and/or differentiation of growth plate chondrocytes in both the long bones and spine.

### GSK279 systemically inhibits mutant TRPV4 in vivo.

We tested the hypothesis that in vivo TRPV4 inhibitor treatment of mice expressing the p.R594H allele in chondrocytes would ameliorate their skeletal abnormalities. Among the known TRPV4 inhibitors (45–47), we selected the GSK2798745 (GSK279) inhibitor (48) due to its specificity for TRPV4, favorable pharmacokinetic, and pharmacodynamic properties and because it had been shown to be safe in a phase I clinical trial in humans (49). In addition, structural studies have indicated that binding of the inhibitor to TRPV4 narrows the lower gate to prevent ion (calcium) entry (50) and that the *TRPV4* missense mutations do not overlap with the GSK279 inhibitor binding site (51). To determine whether GSK279 could inhibit the p.R594H mutant TRPV4 in vivo, we elected to treat postweaning *Col2a1-Cre* driven mutant mice. In addition to genotype, mutant mice at this stage could be visually recognized by their craniofacial abnormalities and smaller size relative to unaffected mice, but they did not demonstrate the marked radiographic abnormalities of the skeleton present by 8 weeks of age (Supplemental Figure 2A). However, skeletal preparations showed abnormal skeletal development characterized by a domed skull and reduced sizes of the Alizarin red–staining elements of the vertebral bodies with correspondingly increased Alcian blue staining relative to controls (Supplemental Figure 2, B and C). Proximal tibial growth plate histology revealed mild disorganization of proliferating chondrocyte column formation resulting from expression of the mutation (Supplemental Figure 2D). These results provide clear evidence of initiation of the process leading to the more severe abnormalities observed at the 8-week of age time point (Figure 1).

Male mutant mice were treated for 17 days by twice daily i.p. injections of inhibitor (Figure 4A). Neither laboratory nor veterinary personnel identified any side effects of the treatment. The treated mice had less severe skeletal abnormalities than sham-treated mutant mice, with an improved radiographic appearance of the spine and long bones, particularly the epimetaphyseal dysplasia at the proximal tibiae (Figure 4B). Notably, histology of the knee joints showed normalization of the distal femur to proximal tibia anatomy relative to sham-treated mutant mice and largely normal columnization of growth plate chondrocytes. Proliferating and hypertrophic chondrocytes, which were disorganized and/or reduced in the sham-treated mutant mice, were morphologically normal in the treated mice and normally expressed *Sox9* and *Col10a1*, respectively (Figure 4B). Thus, treatment of the mutant mice led to radiographically and morphologically improved endochondral ossification and skeletogenesis. These data indicate that the inhibitor could reach axial and appendicular growth plate chondrocytes and treat the skeletal abnormalities that would have otherwise resulted from continuing activity of the mutant channel in vivo. However, neither body, tail, nor femur lengths were statistically significantly improved and there was a significant but small increase in tibia length (Supplemental Figure 3), likely reflecting the combined effects of the mild growth plate abnormalities established prior to treatment and the short growth window available for amelioration. Despite these growth findings, the improved radiographic and histologic abnormalities support the inference that inhibition of activated mutant TRPV4 during the ongoing disease process in humans would be an effective treatment strategy, especially given the longer growth period available in humans relative to mice.

### GSK2798745 broadly inhibits activated mutant TRPV4.

Although the TRPV4 inhibitor used to treat the mice was developed as an inhibitor of WT TRPV4, the in vivo treatment data demonstrate that it was effective against the activated p.R594H mutant channel. We next sought to determine whether GSK279 could also inhibit a broader range of *TRPV4* mutations that, in humans, span the spectrum of clinical severity across the nonlethal *TRPV4* skeletal disorder phenotypes. To accomplish this, cDNA constructs with selected mutations, distributed among different functional domains of TRPV4, were transfected into HEK293T cells, and real-time whole cell calcium influx was measured using a calcium-sensitive dye. For all of the tested mutations, inhibition curves showed that there was dose-dependent GSK279 inhibition of evoked mutant channel activity, allowing IC_50_ values to be calculated for each (Figure 5). Relative to cells expressing WT TRPV4, all of the mutant channels had higher basal and evoked (agonist GSK1016790A-stimulated) (10, 41) levels of intracellular calcium that could be inhibited by GSK279 (Supplemental Table 1). These findings demonstrate that GSK279 was active against the profiled mutant TRPV4 channels and support the possibility of in vivo treatment targeted to a wide range of mutations.

### Single cell profiling identifies differentially expressed genes in mutant Trpv4 growth plates.

To identify the transcriptional consequences of expression of the activated mutant TRPV4 in the growth plate, single-cell expression data were generated from P3 WT and *Col2a1-Cre* driven *Trpv4* p.R594H growth plate cells, a time point about 2 weeks after the predicted onset of mutation expression in mutant growth plates. 

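The cells came from 5 littermates, 2 labelled WT and 3 labelled Col2a1-Cre Trpv4 p.R594H mutant, and each pup was captured as its own library on the BD Rhapsody platform. In this platform every cell is lysed in a microwell beside a bead whose oligonucleotides give each transcript a cell barcode and a unique molecular identifier (UMI), so that PCR copies of 1 molecule are counted once. The age of the pups is postnatal day 3 in the paper and day 5 in the sample labels. The authors deposited UMI counts per gene and cell from their own pipeline, without normalization. The files of the pups labelled WT held 15535 and 17051 cells, and those of the pups labelled mutant held 19589, 18204 and 14003. Between 117746735 and 183322632 UMIs were counted per pup, over 29818 genes in all. After the filters, the median cell held 9261 and 8521 UMIs in the pups labelled WT and 6657, 6000 and 7016 in the pups labelled mutant, so that depth differed with the label in every pup. The genome build behind the counts is not named in the paper's text, and the gene positions given here are those of GENCODE release M21 on GRCm38.
For each comparison, the UMI counts of a class of cells were summed per pup, so that pups and not cells were the replicates. The sums were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. Shares of cells and other single values were compared with 2-sided exact permutation tests over the 10 ways of placing the 5 pups into these groups. The smallest p that 2 pups against 3 allow in such a test is 0.1, so that no share could pass 0.05.
The labels give no sex, so that 2 genes of the sex chromosomes were counted in each pup. Xist, a noncoding RNA made from the inactive X chromosome (chromosome X from 103460366 to 103483254), had a UMI in a fraction of 0.00119 and 0.00109 of the cells of the pups labelled WT. In the pups labelled mutant the fraction was 0.898 for pup 3, 0.884 for pup 4 and 0.00174 for pup 5. Ddx3y, a gene of the Y chromosome (from 1260771 to 1286629), had a UMI in 0.676 and 0.701 of the cells of the pups labelled WT and in 0.00758, 0.00492 and 0.663 of those of pups 3, 4 and 5. The paper's Supplemental Data Set 2 lists Xist in a fraction of 0.451 of the WT cells and 0.277 of the mutant cells of its perichondrial cluster 1. In the deposited files, the perichondrial cells had a Xist UMI in a fraction of 0 in both pups labelled WT and of 0.861, 0.826 and 0.00143 in pups 3, 4 and 5. Of the 10 groupings of 2 and 3 pups, 6 have a pup with a Xist UMI in most of its cells in both groups, and the grouping of the labels is not among them. No list of pups says which record holds for which pup, and none was inferred from the levels measured, so that libraries are named by their labels and each direction between WT and mutant rests on those labels.

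**Figure D1:**
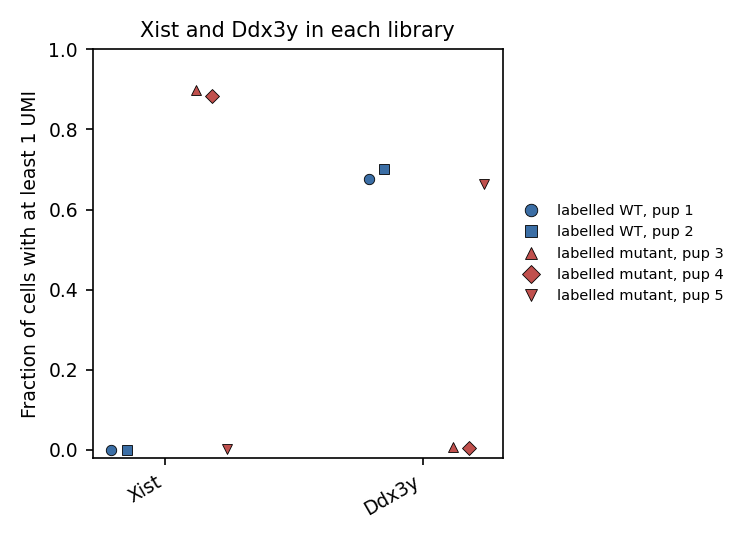
Fraction of cells with at least 1 UMI of Xist or Ddx3y (vertical axis, from 0 to 1) in each of the 5 libraries, 1 point per library and gene. Xist was found in 0.898 and 0.884 of the cells of pups 3 and 4, both labelled mutant, and in 0.00119 and 0.00109 of the cells of the pups labelled WT.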

The single cells were generated using our previously published protocol (52), which was modified to recover a higher fraction of hypertrophic chondrocytes (see Methods). As in the prior analysis, uniform manifold approximation and projection (UMAP) cluster analysis of the RNA expression profiles identified 34 distinct cell clusters (Supplemental Figure 4A and Supplemental Data Set 1). 

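For the clusters, counts were turned into Pearson residuals within each pup, a step close to SCTransform, and 3000 variable genes entered a principal component analysis. The genes of the tested lists were left out of these features, while other genes compared between WT and mutant could be among them. Leiden clustering on 50 components and 20 nearest neighbours, at a resolution of 1.5, gave 47 clusters over 82516 cells. The number of clusters moved most with the resolution, to 32 at a resolution of 0.8 and 59 at 2.5, while other random seeds, tried after the data were seen, gave 48 and 46. By the levels of marker genes, 44 of the 47 clusters were placed in a cell class. A class name stands for a likeness to the markers, and the clusters have not been matched one to one with those of Supplemental Figure 4A. The 3 clusters without a name held 11.0% ± 0.675 (SD, n = 2 pups) of the cells of the pups labelled WT and 9.27% ± 2.70 (SD, n = 3 pups) of those labelled mutant. Immediate early genes, among them Fos and Egr1, were among the leading genes of 1 resting chondrocyte cluster. Metallothionein genes led 1 resting cluster and 1 cluster of synovial or articular progenitors, heat shock genes led 1 tendon cluster, and Pf4 was among the leading genes of 1 macrophage cluster.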

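As a share of each pup's cells, articular chondrocytes made up 24.2% and 16.8% in the pups labelled WT and 23.7% ± 4.32 (SD, n = 3 pups) in those labelled mutant (exact permutation test, p = 0.5). Resting chondrocytes made up 20.0% ± 0.609 (SD, n = 2 pups) and 22.5% ± 1.76, with every pup labelled mutant above both labelled WT (exact permutation test, p = 0.2). Proliferating chondrocytes made up 6.25% ± 0.665 and 4.73% ± 1.62, with overlapping pups (exact permutation test, p = 0.4). A separate cluster of Tgfbi-expressing chondrocytes held 4.03% ± 0.245 (SD, n = 2 pups) of the cells of the pups labelled WT and 4.40%, 4.70% and 6.26% of those labelled mutant, each above both pups labelled WT (exact permutation test, p = 0.2). Hypertrophic chondrocytes made up 1.92% and 2.80% in the pups labelled WT and 2.27% ± 0.959 in those labelled mutant (exact permutation test, p = 1). None of these differences was larger than chance allows with 5 pups. The difference in articular chondrocytes, mutant minus WT, was 3.24 percentage points, and it turned to -0.630 with residuals computed over all pups pooled, to -0.476 without WT pup 2 and to -0.416 with another random seed for the clusters. The difference in proliferating chondrocytes, -1.53 percentage points, lay between -3.18 and 0.146 over 10 alternatives, the latter with a further seed. With each pup left out in turn it lay between -2.28 and -0.673. The difference in hypertrophic chondrocytes, -0.0818 percentage points, became 0.357 without WT pup 2, 0.328 without mutant pup 5, 0.0354 without mutant pup 4 and 0.0695 with pooled residuals.

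**Figure D2:**
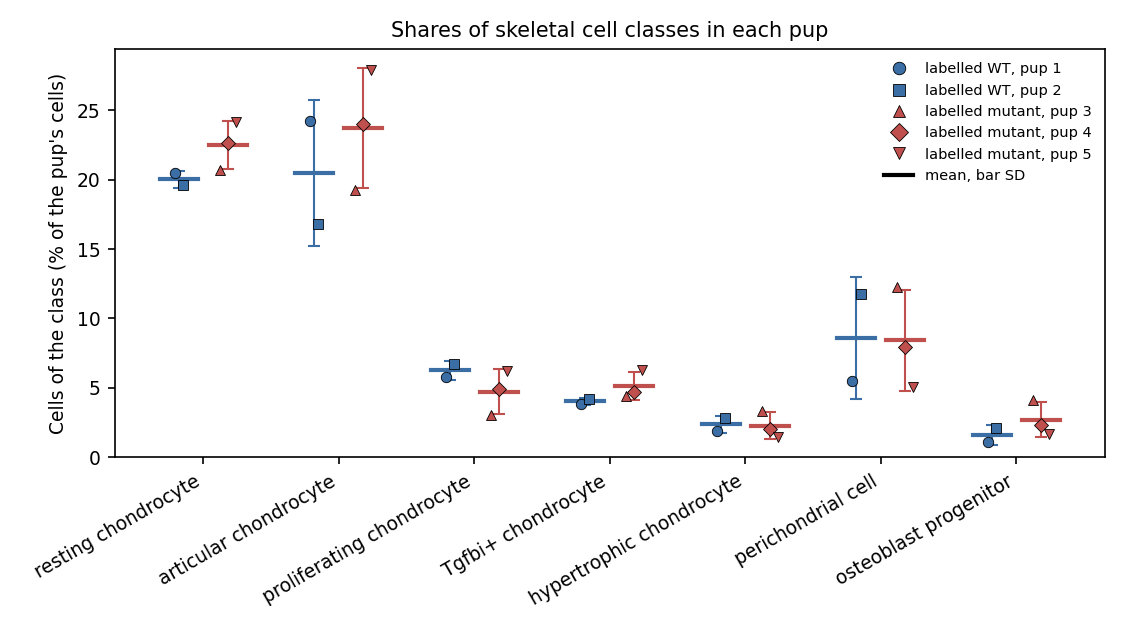
Share of each pup's cells, in percent (vertical axis, from 0), in 7 skeletal cell classes. Points are pups, 2 labelled WT and 3 labelled mutant, and bars give the mean ± SD. The pups of both labels overlap in each class but the resting and the Tgfbi-expressing chondrocytes. In the latter the pups labelled WT have a mean of 4.03% and those labelled mutant lie between 4.40% and 6.26%.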

The clusters included the 4 broad categories of chondrocytes (articular, reserve/resting, proliferating [including prehypertrophic], and hypertrophic), along with heterogeneity within each chondrocyte type. 

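The type II procollagen gene, Col2a1, lies on chromosome 15 from 97975602 to 98004695, and the type I procollagen gene, Col1a1, on chromosome 11 from 94936224 to 94953042. Col2a1 took between 57177 and 121815 CPM (UMI counts scaled to the same total) in all but 2 of the chondrocyte clusters, and 10032 and 19304 CPM in 2 articular clusters. In the 3 perichondrial clusters it took between 4963 and 7775 CPM. Col1a1 took between 40074 and 112877 CPM in the perichondrial clusters and 1584 CPM in the hypertrophic cluster. The articular cluster with the least Col2a1 had 86767 CPM of Col1a1, and every other chondrocyte cluster had at most 39275. Col2a1 was at 1409 and 7979 CPM in 2 endothelial clusters and between 2507 and 12841 CPM in 3 macrophage clusters, and reached 42585 CPM in an erythroid cluster, cells that should not express it, which gives the background that free RNA or doublets leave in these data. The perichondrial clusters lie within that background. As sums per pup, Col2a1 was 103194 CPM in resting chondrocytes of the pups labelled WT and 115647 CPM in those labelled mutant.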

Globally, expression of the type II procollagen gene (*Col2a1*) distinguished chondrocytes from nonchondrocyte growth plate cells, most of which expressed type I procollagen (*Col1a1*) (Supplemental Figure 4, B and C). *Trpv4* was primarily expressed in the clusters corresponding to chondrocytes and thus coexpressed with *Col2a1*. 

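Trpv4, the targeted gene, lies on chromosome 5 from 114622152 to 114658421. A UMI of Trpv4 was found in 96.7% of hypertrophic, 96.2% of proliferating, 67.3% of resting and 44.0% of articular chondrocytes, and in 8.09% of perichondrial cells. Macrophages, which served as a background, had a Trpv4 UMI in 14.6% of cells. These cells differed in depth, with a median of 26390 UMIs in hypertrophic, 19004 in proliferating, 7940 in resting and 5383 in articular chondrocytes, 6241 in perichondrial cells and 7610 in macrophages. The shares were not adjusted for this, and no order is read from them. Chondrocyte clusters had between 33.6 and 297 CPM of Trpv4, and the perichondrial clusters had between 12.1 and 17.7. Over all cells of a pup, Trpv4 was at 160 and 94.1 normalized CPM in the pups labelled WT and at 88.3, 161 and 179 in those labelled mutant, a log2 fold change of 0.17 (standard error 0.35, adjusted p = 0.949 from edgeR's quasi-likelihood test). Without WT pup 2 the log2 fold change was -0.16, and without mutant pup 5 it was -0.027. The p.R594H change itself does not alter a count of UMIs per gene, so that these levels neither show nor exclude the mutant allele in a pup. The paper's Supplemental Data Set 2 lists Trpv4 for 6 clusters, in a fraction of 0.331 to 0.722 of WT cells. For mutant cells it lists 0.411 to 0.802, higher than WT in each of these clusters, while the pups of both labels overlapped here.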

The 7 articular chondrocyte clusters were all identified by expression of *Prg4*, encoding the selectively expressed articular chondrocyte protein lubricin, with subsets of articular cells distinguished by expression of sets of additional top marker genes (Supplemental Figure 4, C and D). Similarly, expression of a core set of genes (*Sox9*, *Col2a1*, *Ucma*, *Acan*, *Mgp*) identified 5 clusters of resting/reserve chondrocytes with further heterogeneity revealed by unique marker gene expression patterns (52). 

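Prg4 lies on chromosome 1 from 150449412 to 150466165. It was among 8 marker genes by which 6 clusters, with 18281 cells in all, were named articular chondrocytes, so its level there describes the clusters and is no separate test. In these clusters Prg4 took between 2910 and 27188 CPM and was found in 61.3% to 99.1% of the cells. Outside them it took 7861 CPM in a synovial or articular progenitor cluster, up to 5417 CPM in the resting chondrocyte clusters, and between 87.1 and 417 CPM in the macrophage clusters. The articular chondrocytes of the pups labelled WT had 12148 CPM of Prg4 and those of the pups labelled mutant had 11454.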

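Resting chondrocytes formed 7 clusters here, with 17696 cells, 2 of the clusters being led by cell cycle genes. Sox9 (chromosome 11 from 112782224 to 112787760) took between 1167 and 1786 CPM in these clusters and Acan (chromosome 7 from 79053483 to 79115099) between 3137 and 4606 CPM. Ucma (chromosome 2 from 4976122 to 4985748), which was among the markers behind the name, took between 2808 and 7091 CPM. Mgp (chromosome 6 from 136872435 to 136875823) took between 877 and 1792 CPM, less than the 1974 and 2041 CPM of articular chondrocytes in the pups labelled WT and mutant. The level of Mgp was highest in the Tgfbi-expressing chondrocytes, at 4413 CPM, a class for which it had served as a marker. Sox9 was also high outside the resting clusters, at 2564 CPM in a proliferating cluster and 2369 CPM in the hypertrophic cluster.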

Four proliferating chondrocyte clusters were primarily identified by expression of genes encoding cartilage extracellular matrix proteins, and the hypertrophic chondrocytes were uniquely identified based on expression of the type X collagen gene, *Col10a1*. 

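Here, 2 clusters with 4306 cells were named proliferating chondrocytes, and they were tested together with the cluster of 3826 Tgfbi-expressing chondrocytes, which makes 3 clusters. A cluster of 2712 cells scored highest for proliferating chondrocytes but was left without a name, since its leading genes went against that class. Acan took 6831 and 8184 CPM in the 2 proliferating clusters. A single cluster of 1956 cells was named hypertrophic. Col10a1 (chromosome 10 from 34389981 to 34397085), a marker behind that name, took 5379 CPM there and was found in 69.1% of the cells. It was found in 6.66% of the Tgfbi-expressing chondrocytes, at 417 CPM, and in 8.99% of the osteoblast progenitors, at 1392 CPM. In the macrophage clusters, which served as a background, Col10a1 was found in 7.24% to 9.68% of the cells, at 13.9 to 115 CPM. The shares in the proliferating clusters were 16.4% and 21.6%, at 22.4 and 42.8 CPM, which is within the level of the macrophages.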

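Postn (chromosome 3 from 54361109 to 54391037), Col1a1, Col3a1 (chromosome 1 from 45311538 to 45349706) and Prrx1 (chromosome 1 from 163245119 to 163313710) were among the 17 marker genes of perichondrial cells. By these markers 3 clusters with 7240 cells were named perichondrial. Postn took between 1525 and 4490 CPM in these clusters, Col3a1 between 11304 and 20912 CPM and Prrx1 between 385 and 477 CPM. These genes were not confined to them. In 6 clusters named tendon or ligament cells, Postn took between 676 and 4742 CPM and Prrx1 between 214 and 387 CPM. In macrophages, as a background, Postn took between 99.3 and 181 CPM and Prrx1 between 22.6 and 33.5 CPM. The perichondrial cells were 8.62% ± 4.40 (SD, n = 2 pups) of the cells of the pups labelled WT and 8.42% ± 3.62 (SD, n = 3 pups) of those labelled mutant (exact permutation test, p = 0.9). This difference of -0.202 percentage points changed sign without WT pup 2, at 2.91, without mutant pup 5, at 1.47, and without mutant pup 4, at 0.0412. It was 0.245 with a mitochondrial limit of 20%, 0.173 with the tested genes kept among the features, 0.152 with pooled residuals, and 0.795 and 0.352 with 2 other random seeds for the clusters.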

Eleven cell clusters corresponding to perichondrium were also identified, marked by selective expression of *Postn*, *Col1a1*, *Col3a1*, and *Prrx1*. These data validate both the cell isolation and expression profiling data as well as minimal inclusion of nongrowth plate cell types in the single cell preparations.

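Endothelial and blood cells made up 3059 of the 82516 cells, among them 1181 macrophages, 666 erythroid cells, 530 endothelial cells and 499 granulocytes. A further 416 cells were named skeletal muscle, 105 Schwann cells and 896 pericytes. Cells with tendon or ligament markers were the largest class outside cartilage, with 11179 cells. Erythroid cells were 1.73% and 1.12% of the cells of the pups labelled WT and 0.638%, 0.274% and 0.340% of those labelled mutant (exact permutation test, p = 0.1). RNA set free from other cells was measured in the endothelial and blood cells. There, 19 cartilage matrix genes took 2.52% and 2.90% of the UMIs in the pups labelled WT and 1.79%, 2.84% and 3.87% in those labelled mutant. Over all cells, the same genes took 11.3% and 9.52% of the UMIs in the pups labelled WT and 8.51%, 11.1% and 13.2% in those labelled mutant.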

The disorganized and hypocellular proliferative zone resulting from expression of activated mutant TRPV4 suggested that there might be a profound effect of increased cytosolic calcium on gene expression and downstream signaling pathways among proliferating chondrocytes. For these cells, identified as early proliferative (cluster 14), proliferative (clusters 18,19), and prehypertrophic (cluster 10) chondrocytes (Supplemental Figure 4), Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis flagged decreases in multiple signaling pathways with known roles in chondrocytes. 

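In the 3 clusters of proliferating and Tgfbi-expressing chondrocytes, between 1419 and 1809 cells and between 18360353 and 30837003 UMIs were summed per pup. Of 15558 genes tested, edgeR called 0 past the threshold, while 886 had an unadjusted p under 0.05. DESeq2's Wald test called 16 genes, all of them higher in the pups labelled mutant. Without filterByExpr, the filter on low counts, edgeR called 214 genes, 120 higher and 94 lower in the pups labelled mutant. With 1 pup left out, edgeR called Hba-a2 alone without WT pup 1, 5 genes without WT pup 2 (Csrp1, Isl1, Numbl, Trp53i13 and ENSMUSG00000120849) and 5 without mutant pup 5 (Xist, Ddx3y, Eif2s3y, Kdm5d and Uty), all named after their values were seen. In 22.7% of the genes the pups of the 2 labels did not overlap, where chance gives 20%. In simulated counts with the same depths, edgeR recovered 196 of 200 genes changed by a log2 of 1 in this comparison. The changed genes had a mean of at least 20 CPM. Smaller changes of single genes were not simulated, so that the power to find them is not known. The KEGG gene sets were not used here. In their place a list of 92 TGF-β/BMP genes and a list of 88 ECM-receptor genes were written from general knowledge of these pathways. In the proliferating chondrocytes, the ECM-receptor list had a median log2 fold change of 0.14 over 77 genes (camera, p = 0.0101, fry, p = 0.225, and exact permutation test of the share of UMIs in the list per pup, p = 0.3), with mutant above WT.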

The TGF-β/BMP signaling pathway was the top chondrogenesis pathway predicted to be affected (Figure 6 and Supplemental Data Set 2), with altered expression of 15 pathway genes, including statistically significantly reduced expression of key genes (*Smad1*, *Tgfb3*, and *Bmp7*) known to contribute to chondrocyte proliferation and/or differentiation in the growth plate (53–55). These data suggest that reduced TGF-β/BMP signal transduction as a consequence of activated TRPV4 expression could contribute to the short stature observed in the *TRPV4* skeletal disorders (55, 56).

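Of the TGF-β/BMP list, 78 genes could be tested in the proliferating chondrocytes. The median log2 fold change, mutant over WT by the labels, was 0.082, with 55 of the 78 genes higher in the pups labelled mutant. The median over all genes tested was -0.0011. The set test camera, which presets the correlation between genes at 0.01, gave p = 0.000255, while fry, which takes the correlation from the data, gave p = 0.0381, and an exact permutation test of the share of UMIs in the list per pup gave p = 0.7. None of the 78 genes passed the threshold over all genes, and 0 passed adjusted over the list alone. By unadjusted p under 0.05 there were 9 such genes with edgeR, and DESeq2 called 0. Without filterByExpr edgeR called 4 genes of the list, Bmp6, Fst, Gdf5 and Inhba, all higher in the pups labelled mutant and named after their values were seen. Subtracting free RNA lowered the median to 0.042, and giving each cluster the same weight lowered it to 0.018, and both stayed past the threshold by camera.
Smad1 (chromosome 8 from 79338395 to 79399518) was at 107 ± 11.1 normalized CPM (SD, n = 2 pups) in the pups labelled WT and at 113 ± 13.5 (SD, n = 3 pups) in those labelled mutant, a log2 fold change of 0.08 (standard error 0.13, adjusted p = 0.931 from edgeR). Tgfb3 (chromosome 12 from 86056745 to 86079041) was at 20.1 ± 4.10 and 21.4 ± 4.94, a log2 fold change of 0.08 (standard error 0.20, adjusted p = 0.952 from edgeR). Bmp7 (chromosome 2 from 172868012 to 172940321) was at 79.2 ± 11.7 and 92.0 ± 35.8, a log2 fold change of 0.21 (standard error 0.30, adjusted p = 0.918 from edgeR). All 3 differences were smaller than the spread between pups. Without mutant pup 3 the log2 fold changes were -0.034 for Smad1, -0.13 for Tgfb3 and -0.16 for Bmp7, and without WT pup 1 they were -0.030 for Smad1 and -0.11 for Tgfb3. With each cell given the same weight Smad1 was at -0.0088, and with each cluster given the same weight Tgfb3 was at -0.11 and Bmp7 at -0.051. In the 2 proliferating clusters alone, mutant minus WT was 4.00 CPM for Smad1, -2.12 for Tgfb3 and -3.15 for Bmp7, and in the Tgfbi-expressing chondrocytes alone it was -4.27, -1.62 and -0.024, with overlapping pups (exact permutation tests, p between 0.5 and 1). From the altered genes of this pathway in its own comparison, the paper proposes that reduced TGF-β/BMP signal transduction could contribute to the short stature.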

During endochondral ossification, cartilage appositional growth is mediated in part by recruitment of chondrocytes from perichondrial progenitors (57). Among the multiple perichondrial cell clusters distinguished in the single-cell expression analysis, the top positive KEGG pathway category identified was ECM-receptor interaction (Figure 7A). Furthermore, the most upregulated genes in the mutation-expressing perichondrial cells exhibited about a 50% increase in expression of genes encoding the cartilage collagens (types II, IX, and XI) as well as additional genes encoding cartilage extracellular matrix proteins known to be selectively expressed in chondrocytes (e.g., *Ucma*, *Acan*) (Figure 7B and Supplemental Data Set 2). These upregulated genes are all positively regulated by *Sox9* (58), which was similarly upregulated. 

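The perichondrial sums held between 700 and 2345 cells and between 4570255 and 15679811 UMIs per pup. Of 12863 genes, edgeR called 1 past the threshold, with 856 at an unadjusted p under 0.05, and DESeq2 called 30, all higher in the pups labelled mutant. The gene called by edgeR was Crabp2 (chromosome 3 from 87948666 to 87953376), which codes for a protein that binds retinoic acid. It was at 39.8 ± 4.67 normalized CPM (SD, n = 2 pups) in the pups labelled WT and at 92.4 ± 5.82 (SD, n = 3 pups) in those labelled mutant, a log2 fold change of 1.22 (standard error 0.12, adjusted p = 0.0499 from edgeR). The call did not hold in most settings. With the cells clustered again, under any of the alternatives that do so, edgeR called 0 genes, and the same was true with free RNA subtracted and without WT pup 1, mutant pup 3 or mutant pup 4. Without WT pup 2 it called 5 other genes (Cebpb, Csrp1, Numbl, Trp53i13 and ENSMUSG00000120849), without mutant pup 5 it called 8 with Crabp2 among them, and without filterByExpr it called 146, of which 112 were higher and 34 lower. In 24.8% of the genes the pups of both labels did not overlap, against 20% by chance. In simulated counts for this comparison, edgeR recovered 191 of 200 changed genes, with false calls making up 14.7% of its calls. These genes had a mean of at least 20 CPM and a log2 change of 1. The power for smaller changes of single genes was not simulated.
Of the ECM-receptor list, 68 genes were tested and 40 were higher in the pups labelled mutant. The median log2 fold change was 0.11 and the mean 0.031 (camera, p = 0.0718, fry, p = 0.0224, and exact permutation test of the share of UMIs in the list per pup, p = 0.4). Adjusted over the list alone, 1 gene was called higher, and 0 over all genes. This gene, named after its values were seen, was Npnt, with a log2 fold change of 1.27, and DESeq2 called it as well. The median of the list was -0.015 with the tested genes kept among the features. It passed the threshold by camera at a resolution of 0.8, with a median of 0.027, without mutant pup 3, at 0.11, and with each cell given the same weight, at 0.012, a setting added after the data were seen.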

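Col2a1 in the perichondrial cells was at 7212 and 5817 normalized CPM in the pups labelled WT and at 4769, 8631 and 12188 in pups 3, 4 and 5, labelled mutant. The log2 fold change, mutant over WT, was 0.39 (standard error 0.41, adjusted p = 0.863 from edgeR), an increase of 30.9%. The increase was 31.1% for Col9a1 (chromosome 1 from 24177610 to 24252684) and 26.8% for Col9a2 (chromosome 4 from 121039385 to 121055322). It was 11.2% for Col9a3 (chromosome 2 from 180597790 to 180622189), 26.1% for Col11a1 (chromosome 3 from 114030540 to 114220718) and 6.82% for Col11a2 (chromosome 17 from 34039437 to 34066685). For Ucma the increase was 47.2% and for Acan 1.03%. The adjusted p of these 8 genes lay between 0.830 and 0.997 in edgeR, and for each of them the pups of the 2 labels overlapped.
Pup 5 had the highest level of each of the 8 genes. Without it, 5 of them were lower in the pups labelled mutant, with a log2 fold change of -0.034 for Col9a1, -0.068 for Col9a2, -0.25 for Col9a3, -0.33 for Col11a2 and -0.16 for Acan, while Col2a1 was at 0.046, Col11a1 at 0.19 and Ucma at 0.27. Acan was also at -0.22 without WT pup 2 and at -0.0053 without mutant pup 4. With called doublets removed, Col9a2 was at -0.099, Col9a3 at -0.24, Col11a2 at -0.24 and Acan at -0.091.
Over the whole list of 19 cartilage matrix genes, 16 were higher in the pups labelled mutant, with a median log2 fold change of 0.22 (camera, p = 0.142, fry, p = 0.775, and exact permutation test of the share of UMIs in the list per pup, p = 0.7). None passed the threshold adjusted over the list alone or over all genes. The median was -0.54 with free RNA subtracted, over the 4 genes that could still be tested, and it was -0.16 with the top 8% of doublet scores removed, -0.10 with each cell given the same weight, -0.091 with called doublets removed and -0.21 without mutant pup 5, the last past the threshold by camera. It was 0.43 without mutant pup 3, 0.35 without WT pup 1, 0.34 and 0.24 with 2 other random seeds and 0.065 with pooled residuals, each past the threshold by camera in the other direction. The top 8% of scores, the seeds and the equal weight of cells were chosen for this list after the data were seen. The effect of the label on this list was also compared between perichondrial cells and endothelial and blood cells, with the pup as a block. The difference between these cells had a median of 0.28 on the log2 scale, past the threshold by camera and not by fry. It was -0.58 with called doublets removed and -0.62 with the top 8% of scores removed, past the threshold by camera in the other direction, and it was no longer past it without WT pup 2, at 0.10, with pooled residuals, at 0.12, and with the tested genes kept, at 0.040.

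**Figure D3:**
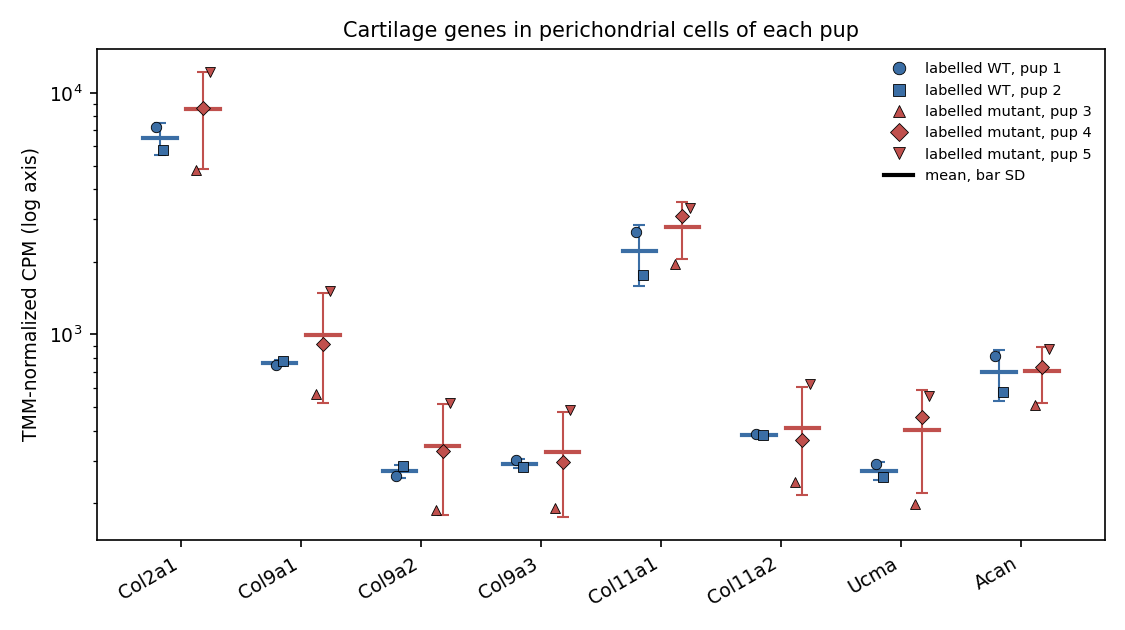
Normalized CPM (vertical axis, log scale) of 8 cartilage matrix genes in the perichondrial cells of each pup. Points are pups, 2 labelled WT and 3 labelled mutant, and bars give the mean ± SD. For Col2a1 the pups labelled mutant lie at 4769, 8631 and 12188 CPM around the 7212 and 5817 CPM of the pups labelled WT.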

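Sox9 in the perichondrial cells was at 310 ± 45.9 normalized CPM (SD, n = 2 pups) in the pups labelled WT and at 355 ± 115 (SD, n = 3 pups) in those labelled mutant. The log2 fold change was 0.20 (standard error 0.27, adjusted p = 0.900 from edgeR), less than the spread between pups. It was -0.087 without mutant pup 5, -0.33 with free RNA subtracted and -0.0042 with each cell given the same weight. By cluster, Sox9 took between 172 and 351 CPM in the perichondrial clusters, against 52.3 to 252 CPM in macrophages.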

Increased expression of *Nfatc1* and *Nfatc2*, upstream positive transcriptional regulators of *Sox9* (59, 60), was also observed, consistent with activation of the calmodulin/calcineurin signaling pathway. 

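Nfatc1 (chromosome 18 from 80606205 to 80713071) was at 130 ± 25.4 normalized CPM (SD, n = 2 pups) in the perichondrial cells of the pups labelled WT and at 174 ± 46.2 (SD, n = 3 pups) in those labelled mutant, a log2 fold change of 0.42 (standard error 0.23, adjusted p = 0.762 from edgeR). With each pup left out in turn it lay between 0.19 and 0.63. Nfatc2 (chromosome 2 from 168476410 to 168601657) was at 96.1 ± 1.74 and 132 ± 31.5, a log2 fold change of 0.46 (standard error 0.19, adjusted p = 0.732 from edgeR), with every pup labelled mutant above both labelled WT. It stayed between 0.27 and 0.61 with each pup left out. Rcan1 (chromosome 16 from 92391953 to 92470867), a target of NFAT, was at 344 ± 63.2 and 350 ± 35.9, a log2 fold change of 0.024 (standard error 0.15, adjusted p = 0.983 from edgeR). Counts per gene do not separate the transcripts of Rcan1, so that this level is no direct measure of calcineurin activity. A list of 13 calcineurin and NFAT genes had a median log2 fold change of 0.098, with 11 genes higher in the pups labelled mutant (camera, p = 0.0190, fry, p = 0.137, and exact permutation test of the share of UMIs in the list per pup, p = 0.8). The cartilage matrix genes rose with Sox9, Nfatc1 and Nfatc2 in the paper's comparison. From this the paper proposes that chondrogenesis may be increased by TRPV4 activation in perichondrially derived chondrocytes.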

*Nfatc1* and *Nfatc2* are themselves activated by increased intracellular calcium (61), a predicted consequence of the expression of mutant, activated TRPV4. The upregulation of cartilage extracellular matrix protein genes is compatible with the enlarged joints observed in the mutant mice and in patients with *TRPV4* skeletal disorders, and these findings suggest that one consequence of TRPV4 activation in perichondrially derived chondrocytes may be increased chondrogenesis with abundant extracellular matrix gene/protein expression, especially in the knees and hands.

## Discussion

This study describes establishment of a conditional, nonlethal, heterozygous mouse model for the *TRPV4* skeletal disorders that is amenable to testing the effectiveness of treatment modalities aimed at inhibiting the activated TRPV4 that produces this spectrum of skeletal dysplasia phenotypes. Embryonic activation of the mutation resulted in a phenotype at 8 weeks of short limbs, abnormal vertebrae, and craniofacial abnormalities consistent with the human *TRPV4* skeletal dysplasias. The timing of induction of the mutation was consistent with the normal developmental timing and cartilage-selectivity of *Trpv4* expression in the skeletal elements, where it is coexpressed with type II procollagen (44). Growth plate histology at the 8-week time point was markedly abnormal, with disorganized and sparse proliferating chondrocytes as well as a smaller hypertrophic zone, consistent with the abnormalities in skeletal development observed in the mice. We speculate that the reduced number of proliferating growth plate chondrocytes available for further differentiation resulted in the observed reduction in morphologically identifiable hypertrophic chondrocytes expressing type X collagen in most of the mutant mice.

We tested the hypothesis that in vivo administration of the GSK279 TRPV4 inhibitor would improve the skeletal phenotype of the heterozygous cKI mutant mice. Because *Col2a1*-*Cre* expression begins at E9.5 (43), and our data demonstrate *Col2a1*-*Cre* mediated expression of *Trpv4* p.R594H in cartilage by at least as early as E19.5, this experiment models developmental expression of mutant TRPV4 in chondrocytes. Early induction of the mutation is important in a human context because individuals heterozygous for *TRPV4* mutations that produce SMDK and MD have skeletal abnormalities that can be identified at birth. The histological abnormalities of growth plate chondrocytes evident by P21 (Figure 3), provide a functional readout for the consequences of embryonic expression of the mutation on skeletogenesis. In the mutant mice, the improvement in the radiographic skeletal phenotype upon inhibitor treatment, along with dramatic correction of the organization of growth plate chondrocytes, provides strong evidence that the systemic treatment was effective. This in turn suggests that intervention after the disease process has been established but, while there is still a substantial time remaining for growth, could ameliorate the skeletal phenotype in individuals with *TRPV4* skeletal disorders. We expect that early intervention, prior to the development of major skeletal abnormalities, would provide the widest window for effective treatment and be the most helpful in preventing the bone deformities that would otherwise arise.

The phenotype of *Trpv4*–global KO mice (62) provides additional context for the potential consequences of TRPV4 inhibition. *Trpv4*-KO mice were born at normal Mendelian ratios and appeared to be behaviorally and physiologically normal (62). This suggests that either TRPV4 activity is dispensable or that, in the context of absence of TRPV4, there are other mechanisms used to achieve or approximate intracellular calcium homeostasis during growth. Alternative pathways, if present, might compensate for abrogation of the known function of TRPV4 in the skeleton as well as the many nonskeletal tissues in which TRPV4 activity is important, perhaps explaining the absence of overt abnormalities in most organ systems in the *Trpv4*-KO mice. With use of appropriate Cre drivers, using our cKI mouse model, more detailed tissue-selective effects of mutant TRPV4 activation could be explored in nonskeletal tissues.

In the *TRPV4* skeletal disorder spectrum, the main findings in the appendicular skeleton are short stature and prominence of the large joints with limited joint mobility. The *TRPV4* mutations result in increased channel activity, with the extent of channel activation correlated with clinical severity (63), but the consequences of the resulting increase in intracellular chondrocyte calcium have not been extensively explored. In the cKI mice described in this report, the growth plate histology demonstrates gross disorganization of the proliferative zone, with lack of chondrocyte column formation and sparse proliferating chondrocytes by the time the cKI mice reached 8 weeks of age. These data suggest that the short stature in the *TRPV4* skeletal disorders primarily results from proliferating chondrocyte abnormalities. The single-cell expression analysis supports this inference, suggesting that downregulation of the TGF-β/BMP signaling pathway, which could reduce chondrogenesis via the combined effects of decreased proliferation and reduced hypertrophic chondrocyte differentiation, contributes to the phenotype (64, 65). Thus, these data are compatible with a previously suggested role for reduced BMP signaling activity as a component of reduced long bone growth in the *TRPV4* skeletal disorders (66, 67).

The prominent joints observed clinically in the *TRPV4* skeletal disorders suggest abundant chondrogenesis at these anatomic locations. The limited available human histology (31, 68, 69) is consistent with increased cartilage appositional growth, a developmental process mediated in part by differentiation of chondrocytes from perichondrial progenitors (70). Our differential single-cell gene expression data for mutant perichondrial cells demonstrated upregulation of mRNA encoding all of the major cartilage extracellular matrix proteins as well as *Sox9*, the upstream regulator of these genes (58). In addition, the *Nfatc1* and *Nfatc2* transcription factor genes, which positively regulate *Sox9* gene expression (59, 60), were also upregulated. Since the NFAT genes are induced by increased intracellular calcium (61), which is a predicted result of expression of mutant TRPV4, these data are consistent with a gene expression pathway that could explain the differential gene expression result. In this model (Figure 7C), as perichondrial progenitors are recruited to differentiate into chondrocytes, they would begin to express *Col2a1*, activating the *Col2a1-Cre* allele to recombine the cKI construct so that it would express the mutant TRPV4 allele. *Trpv4* expression, including both the mutant and WT alleles, reflecting heterozygosity for the mutation, would then occur as the normal chondrocyte gene expression program is activated in the differentiating perichondrial chondrocyte progenitors (Figure 7C) (71). The resulting increase in intracellular calcium, primarily due to expression of mutant TRPV4, would then activate the calmodulin/calcineurin pathway, leading to upregulation of the NFAT transcription factors (72). The increased transcriptional activity would predictably lead to a further enhancement of *Sox9* expression and additional increased expression of cartilage extracellular matrix proteins, reinforcing and exacerbating the consequences of TRPV4 activation. Under this model, the increased cartilage matrix protein gene expression, possibly but not necessarily along with increased recruitment of perichondrial progenitors to chondrocytes, would lead to the observed joint enlargement. Perichondrial *Cre* drivers could be used to further test this hypothesis using the mouse model described here.

Despite the suggested mechanistic clues gleaned from the single-cell gene expression data, our insights are necessarily limited. First, we selected the P3 time point, which was about 2 weeks after the expected onset of expression of the mutation, and at a stage when histological abnormalities in the growth plate were just beginning to be visible but before the disease process became more advanced. At later stages, when the radiographic and histologic anomalies were more apparent, similar data could more clearly reflect the ongoing disease process. Second, there is known, biologically relevant crosstalk among growth plate signaling pathways (73), and additional altered pathways beyond TGF-β/BMP signaling were identified in the scRNA-Seq experiment (Figure 5). Thus, further experimental validation would be required to establish the hierarchy of disrupted signaling implied by the data. And third, the contribution of altered expression of the proteins derived from the changes in gene expression, both individually and collectively, have not been assessed in this study.

The mutations that produce the *TRPV4* skeletal disorders are widely distributed across the protein and localized different TRPV4 functional domains. These data, along with the highly variable responses of the different mutations to agonists, support the hypothesis that the mechanisms that increase channel activity could vary among mutations. For example, mutations adjacent to the calmodulin binding site are known to lead to a poor response to calcium-mediated channel activation, while more distant mutations respond well (63). In addition, the downstream consequences of increased intracellular calcium in chondrocytes are complex (74), and data supported by the single-cell gene expression results presented here suggest potential dysregulation of many signaling pathways in growth plate chondrocytes that express mutant TRPV4. Thus, therapeutic targeting of 1 or more of the downstream molecules and/or pathways may not be either a confident strategic approach or result in a completely effective therapy. For this reason, global inhibition of TRPV4 activity, as demonstrated here for GSK279, may be a preferred treatment avenue. Despite the safety of GSK279 in a phase 1 clinical trial in humans, 62% of the GSK279 dose yielded a metabolite with lower inhibitory activity and other unfavorable physicochemical properties that rendered the metabolite less effective than the parent molecule (75) and, therefore, of lesser value for treating people. Thus, while our data provide proof of principle that systemic TRPV4 inhibitor therapy would be the most useful approach to treatment of the *TRPV4* skeletal disorders, inhibitors with improved activity will be needed to identify small molecules that are more clinically efficacious.

## Methods

### Sex as a biological variable.

For animal experiments, both male and female mice were studied. Although qualitative measures did not vary with sex, the larger size of the male mice precluded combining male and female animals for some quantitative analyses, mainly skeletal element measurements. Where male and female data do not differ, male and female data could be combined. Finally, in some cases, depending on breeding yield, some experiments used only male or only female mice.

### Animals.

Mice were bred in the Department of Laboratory Animal Medicine (DLAM) at UCLA. Ad libitum access to food and water were provided in temperature-controlled rooms. Daily health checks were provided by laboratory and DLAM personnel. Extraskeletal side effects in either the untreated or treated mice were not observed. Strains used were B6.Cg-Acan^tm1(cre/ERT2)Crm/J^ (Jackson Laboratory, 019148) (76); B6;SJL-Tg(*Col2a1-cre*)1Bhr/J (Jackson Laboratory, 003554) (43), which was generated on a B6SJLF1 background and then crossed to C57BL/6J twice; and the *Trpv4* p.R594H–cKI strain described in this report, which was generated at the Jackson Laboratory on a C57BL/6J background. For the inhibitor studies, the GSK2798745 inhibitor (MedChemExpress #HY-19765) was administered by twice daily IP injection at 10 mg/kg for 14–17 days.

### Radiography.

X-rays were taken using a Faxitron model LX-60 cabinet machine according to the manufacturer’s protocol. High-resolution μCT images were obtained using Quantum GX2 machine (Perkin Elmer) with a 0.2 mm Cu filter at settings of 90 kV voltage, 88 μA current, and a voxel size of 72 μm. From the original μCT scans, the neck region (i.e., the base of the skull and vertebrae C1–C7) was segmented as a volume of interest (VOI) using Bruker CTAn (Bruker). This VOI was then imported into 3D Slicer to reconstruct a segmentation of C1 and C2, including the odontoid process.

### Histology.

Knee joints containing the distal femoral and proximal tibial growth plates were dissected, fixed for 24 hours in PFA, decalcified and paraffin embedded. Sections at 5 μm were prepared, deparaffinized, and stained with picrosirius red. Growth plate zones were measured using Fiji. The average of 3 measurements were calculated from each slide. The selected slides showed the Grooves of Ranvier at the margins and growth plates were measured in the middle and at the 2 halfway points from the middle to the edge of the secondary ossification center.

### RNAscope.

We performed RNAscope analysis using a previously published protocol (52). Briefly, we used growth plate samples fixed in 4% paraformaldehyde overnight followed by paraffin embedding. Cartilage sections were probed using the RNAscope Multiplex Fluorescent V2 assay from ACDBio according to the manufacturer’s recommendations. The standard protocol was followed with some modifications specific to cartilage samples. Prior to deparaffinization, slides were baked at 60°C for 2 hours to ensure that the cartilage tissue adhered to the slides. Following deparaffinization, slides were again baked at 60°C for 30 minutes. Additionally, the protease treatment step was replaced with incubation using a custom reagent provided by ACDBio for 15 minutes at room temperature (RT). RNAscope-processed slides were imaged at 20× original magnification using the Echo Revolution microscope, and images were processed using Adobe Photoshop. Probes used were *Sox9* (Catalog #401051), and *Col10a1* (Catalog #467961).

### Transient expression of Trpv4 skeletal dysplasia mutants in HEK293 cells.

Prior to transfection, HEK293 cells were cultured in a 37°C, 5% CO_2_ incubator and grown to ~80%–90% confluency. The day before the calcium experiment, reverse transfections were performed in 384 well black/clear plates and incubated at 37°C, 5% CO_2_ overnight. All reagents were equilibrated to RT prior to transfection. The number of macrotubes (Alkali Scientific, C2520) corresponded to the number of transfections (1 tube = 1 mutant). For 150 assay wells, macrotubes were incubated for 20 minutes at RT with the transfection mixture. Each tube contained 1.25 mL OptiMEM (Gibco, 31985062), 7.5 μg hTRPV4 Mutant cDNA or 5.6 μg hTRPV4 WT cDNA, and transfection reagent. The transfection reagent, FUGENE 6 (Promega, E2692), was added so the final ratio in the macrotube was 6 μL FUGENE 6 per 1 μg cDNA. During the cDNA:FUGENE 6 incubation, cells were lifted from the flask with TrypLE (CAT# 12604013) and centrifuged for 5 minutes at 1K RPM. The cell pellet was resuspended to 1M/mL with fresh culture media (1X DMEM; Gibco, 11965092), 10% heat inactivated FBS (Gibco, 16140071), 1x Pen-strep (Gibco, 15070063). Upon completion of the 20-minute incubation, 2.5 mL of cell suspension was added to each macrotube and inverted for thorough mixing. This mixture was plated so each well contained a final volume of 25 μL in a black/clear-bottom 384 well plate (Corning, 3764). To minimize edge effects, the outer wells of the plate were filled with at least 50 μL PBS. The plate was centrifuged for 1 minute at 1K RPM before placing the plate in a 37°C, 5% CO_2_ incubator overnight.

### Assessment of calcium flux in TRPV4 mutants.

Calcium flux was measured using the FLIPR Calcium 6 Assay Kit (Molecular Devices, R8191). The day of the experiment, fresh probenecid was added to the Calcium 6 dye stock at a final concentration of 5 mM. Each assay well received 25 μL of Calcium 6 dye, followed by subsequent addition of compound with the Multidrop Pico 8 Digital Dispenser (Thermo, 5840500). To ensure that all reagents were thoroughly mixed, the plate was centrifuged for 1 minute at 1K RPM and incubated for 1 hour at 37°C, 5% CO_2_. Instead of Component B, an HBSS Solution (20 mM HEPES [Gibco, 15630080], 1X HBSS Buffer [Gibco, 10010-023]) was prepared to reconstitute the vials. Water-soluble probenecid was purchased from Invitrogen (CAT #P36400). During the 1-hour dye incubation, an intermediate dilution plate was prepared with 6X 10 nM GSK101 or vehicle in HBSS solution and placed inside the FLIPR Penta. Upon completion of the incubation, the dye-loaded assay plate was equilibrated to RT and positioned inside the Penta. A 30-second baseline read was obtained before transferring 10 μL of agonist from the intermediate plate to the assay plate. Changes in RFU were recorded for an additional 180 seconds before the data were exported, with the following parameters: Average RFU 1–30 seconds and Maximum RFU 35–210 seconds. The GSK1016790A (GSK101) activator was from MedChemExpress, LLC (CAT #HY-19608, CAS: 942206-85-1). The GSK2798745 (GSK279) inhibitor was from MedChemExpress, LLC (CAT #HY-19765, CAS: 1419609-94-1).

### Single cell RNA-Seq.

The knee joints of 2 WT and 3 *Col2a1-Cre* driven *Trpv4* p.R594H P3 mutant mice (all littermates) were separately isolated; dissected free of tendon, ligament, and other nongrowth plate tissue; and digested for 45 minutes at 37°C with 0.1% collagenase type I (Gibco) to remove any remaining adherent tissue. Single cells were obtained by removing the growth plates at the bone-cartilage junction and digesting at 37°C with 0.1% collagenase type II, 0.5% trypsin (Gibco). The cell suspension was strained through a 0.7 μM filter to remove undigested tissue, rinsed with cold PBS, and the cells collected by gentle centrifugation at 300*g* for 5 minutes at 4°C and resuspended in 0.5 mL cold PBS. Viability was determined by trypan blue exclusion and the size profile of the resulting cells determined using a Countess Cell Counter (Thermo Fisher). In total, 40,000 single cells per sample were isolated using cartridges from the BD Rhapsody HT Express Single Cell Analysis System in the UCLA Technology Center for Genomics and Bioinformatics Core, according to the manufacturer’s recommendations. Imaging of the captured cells in the cartridges confirmed that the cell size distribution mirrored the input sizes. Cell lysis and barcoding used the manufacturer’s protocol and bidirectional 100 bp sequence analysis of 20,000 cells per sample with 50,000 reads per cell was generated using a NovaSeq S4 sequencer. The Seven Bridges pipeline was used for initial data processing to demultiplex, assign barcodes, and quantify transcripts. Downstream analyses were similar to those described in Zieba et al. (52). Briefly, using Seurat V4, cells with less than 200 expressed genes, more than 6,000 expressed genes, or over 10% mitochondrial transcripts were excluded prior to data normalization and integration using the SCTransform method. 

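Applied to the deposited counts, these filters kept 15121 and 16561 cells of the pups labelled WT and 19133, 17887 and 13814 of those labelled mutant, 97.8% of all cells. The limit of 10% mitochondrial transcripts removed between 177 and 433 cells per pup and the limit of 6000 genes between 6 and 181. The latter removed 142 and 181 cells in the pups labelled WT and 23, 6 and 12 in the shallower pups labelled mutant. With a mitochondrial limit of 20%, 99.4% of the cells were kept. The median cell had 2673 and 2640 genes in the pups labelled WT and 2245, 1992 and 2214 in those labelled mutant. Doublets were scored with Scrublet after these filters and were kept in the results. It called 2.52% of the cells of WT pup 2, 2.19% of mutant pup 3 and 2.74% of mutant pup 4 as doublets. It called 0% in WT pup 1 and mutant pup 5, where the caller did not work, and the 8% of cells with the highest scores were taken instead when doublets were removed as an alternative.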

The normalized counts were used for clustering (UMAP) and to generate differential gene expression profiles.

### Statistics.

Growth plate data were acquired using ImageJ (NIH) and analyzed using a Mann-Whitney *U* test to determine significance. Data represent mean ± SEM. scRNA-Seq data were analyzed, visualized, and statistically compared using R and the Seurat V4 package. *P* < 0.05 was considered significant. Growth data throughout were assessed using the 2-tailed Student’s *t*-test.

### Study approval.

All mouse studies were performed according to AAALAC standards under an IACUC approved protocol reviewed by the UCLA Animal Research Committee.

### Data availability.

All of the data from this study are presented in the article Supplemental Data, Supporting Data Values file, and public repositories. All materials, are freely available upon completion of a material transfer agreement with UCLA and requests can be directed to the corresponding author. The cKI mice are available from the Jackson Laboratory under the identifier JAX #040352 C57BL/6J-*Trpv4^em1Dhco^*/J). scRNA-Seq data were deposited into the NCBI Gene Expression Omnibus (GEO) under accession no. GSE263775. Supporting analytic code can be accessed on GitHub (https://github.com/jenzieba/Cartilage_ScRNAseq; commit ID c79e0b9).

## Author contributions

DHC, DK, DG, and SS conceptualized and designed the study. TKI, JZ, JM, DW, DD, and JAR conducted the experiments. JZ processed and both JZ and DHC analyzed the single-cell data. VA, JI, and RSG analyzed the μCT data. DHC and LN wrote the original draft of the manuscript. All authors reviewed and edited subsequent drafts the manuscript and approved the final product.

## Funding support

- Actio Biosciences
- Luskin Orthopaedic Institute for Children and the Orthopaedic Hospital Research Center
- Contributions from the O’Neal family.

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental data set 2

Supporting data values

## Figures and Tables

**Figure 1:**
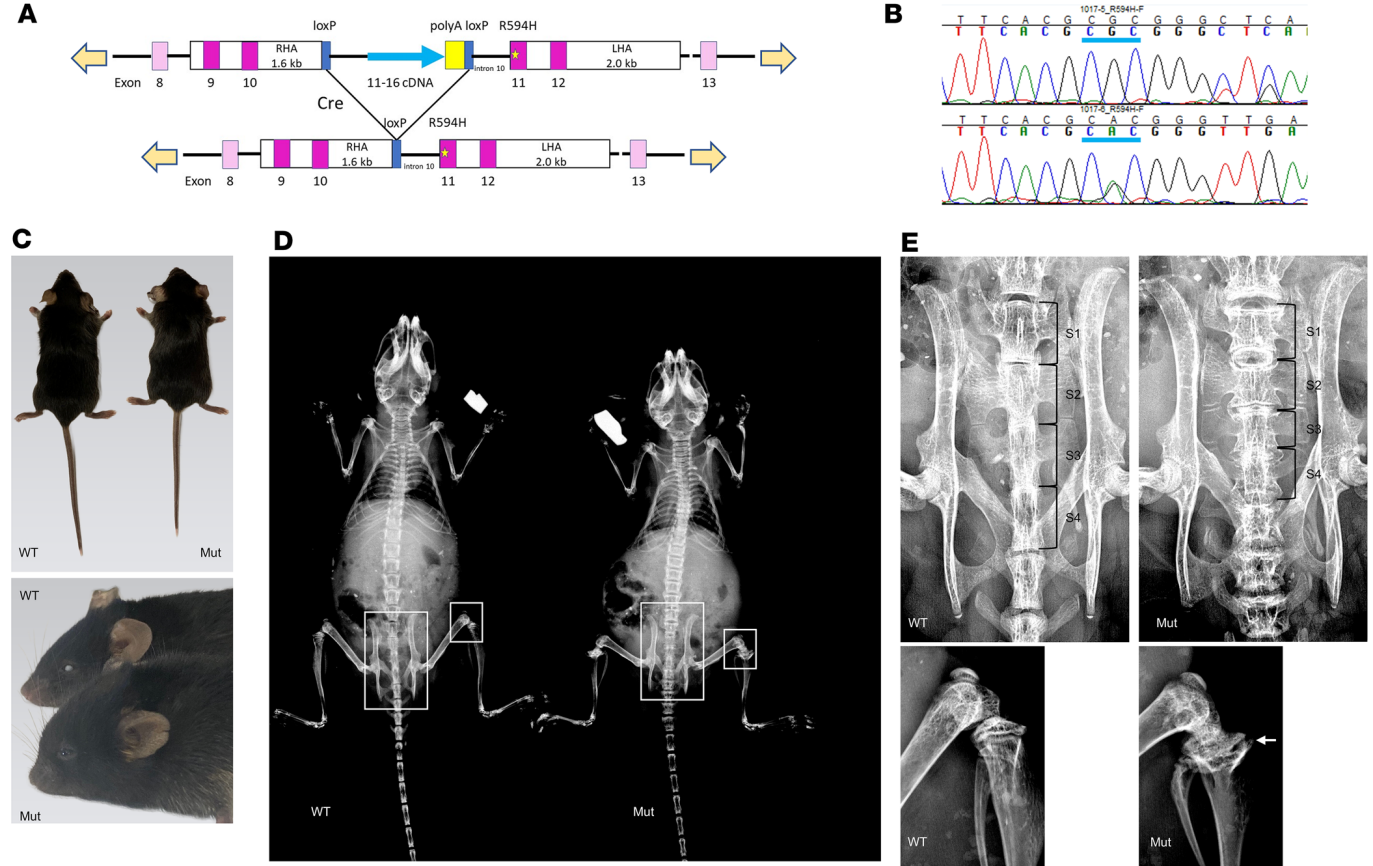
Establishment of the *Trpv4*^p.R594H^ cKI mouse model. (**A**) Diagram of the knock-in construct, which replaced one *Trpv4* allele. At the top, the structure of the unrecombined construct is shown, designed such that exons 11–16, the distal 6 coding exons, are expressed from a cDNA fragment (blue arrow). At the bottom, exposure to CRE is designed to remove the cDNA fragment to allow expression of the p.R594H mutation (yellow star) present in exon 11. (**B**) RT-PCR showing expression of the p.R594H mutation in chondrocytes from the mutant mice (central nucleotide of the underlined heterozygous mutant CAC histidine codon [bottom]) as compared with the WT CGC arginine codon (homozygous in the control at the top, heterozygous in the mutant). (**C**) Representative phenotype of *Col2a1-Cre*/*Trpv4*^p.R594H^ cKI mice at 8 weeks of age. At the top, the smaller size of the mutant (Mut, *n* = 6) relative to a control littermate (WT, *n* = 5). At the bottom, the craniofacial phenotype of the mutant (front) included a domed head and midface hypoplasia. (**D**) AP radiographs showing the generalized skeletal dysplasia of the mutant. (**E**) Zoomed in views of the areas boxed in **D**, showing platyspondyly of the identified sacral vertebral bodies as well as proximal tibiae with abnormal, wide metaphyses (arrow), relative to the WT mice.

**Figure 2:**
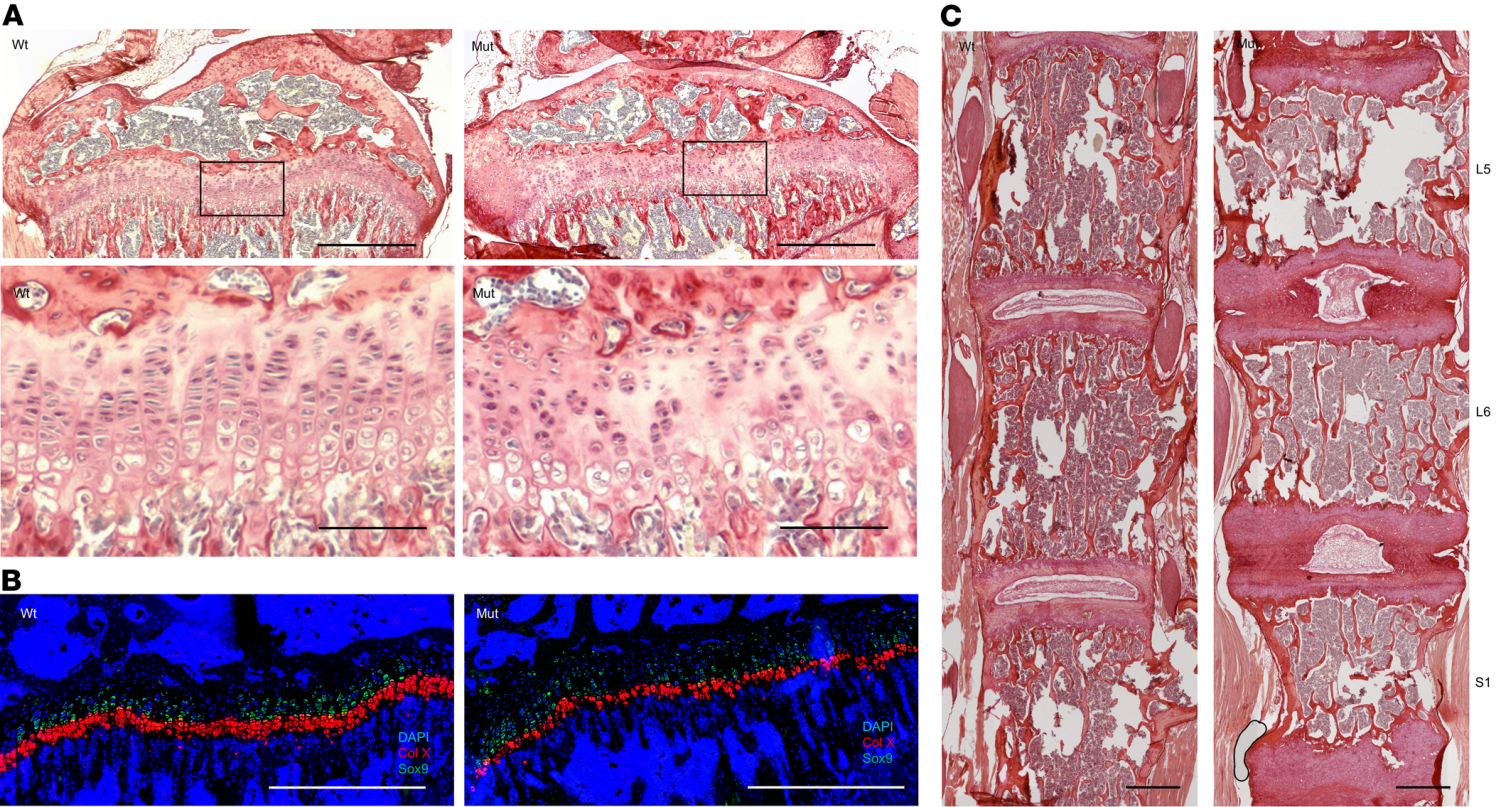
Histology of the proximal tibia and vertebral bodies in the Col2a1-Cre *Trpv4* mice. (**A**) Proximal tibial growth plates from WT (*n* = 5) and mutant (Mut, *n* = 6) 8-week-old mice stained with picrosirius red. Scale bars: 500 μm. Zoomed in (10×) views of the boxed areas illustrating the hypocellularity and abnormal column formation of proliferative chondrocytes and reduced thickness of the hypertrophic zone. Scale bars: 100 μM. (**B**) RNAscope showing expression of *Sox9* (green) in the proliferative zone and *Col10a1* (red) in the hypertrophic zone with DAPI staining (blue) identifying nuclei. Scale bars: 100 μM. (**C**) Picrosirius red–stained vertebral bodies from WT and Mut mice. Note the collapsed intervertebral disc and reduced mineralization in the mutant. Scale bars: 500 μM.

**Figure 3:**
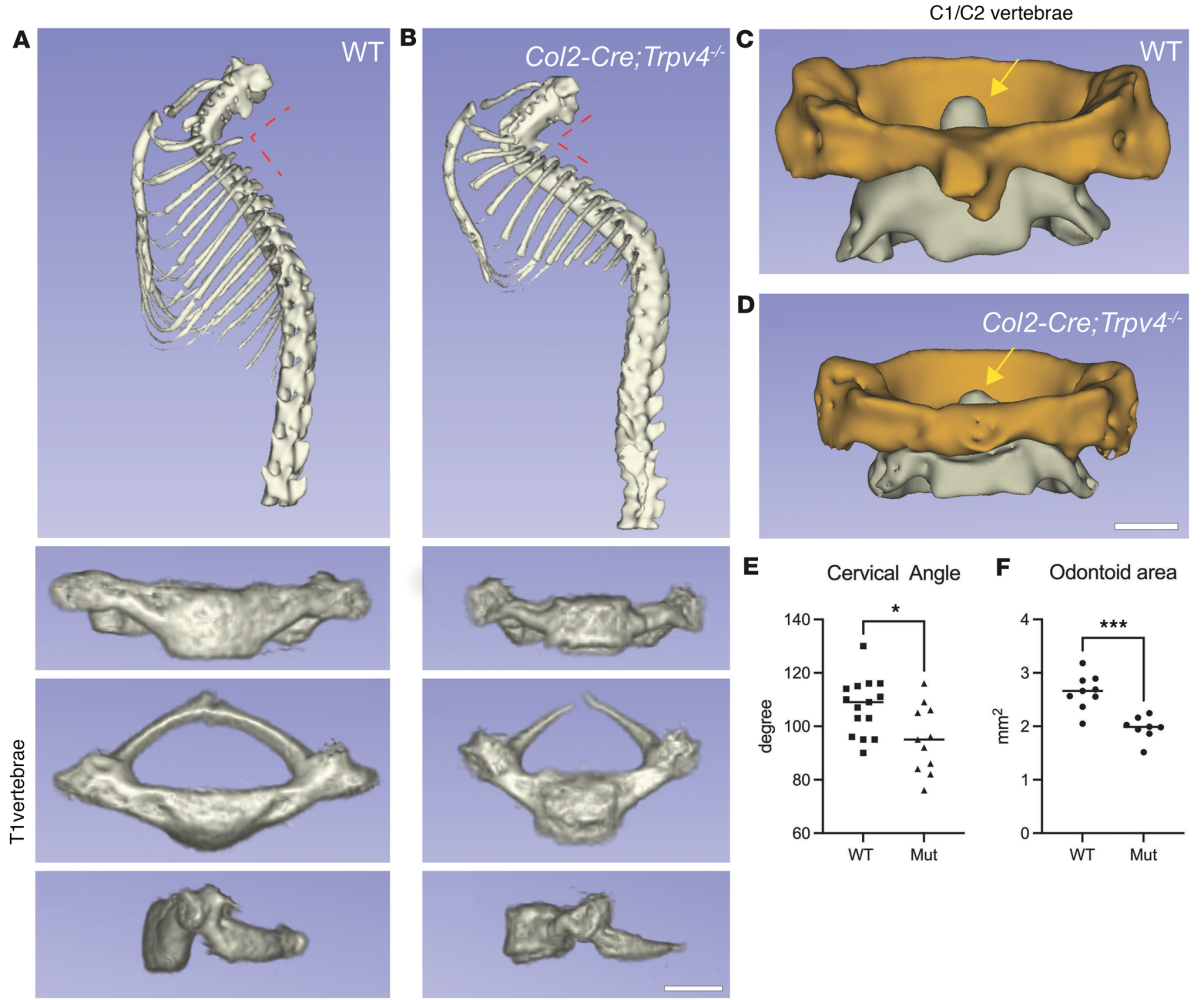
microCT of mouse atlantoaxial joint. (**A** and **B**) Reconstructed μCT images from WT (**A**, *n* = 9) and *Co2a1-Cre*/*Trpv4*^p.R59H^ mutant (**B**, *n* = 8) mice showing reduction in the cervical angle (dashed red lines). The T1 vertebral body in the mutant was smaller and poorly mineralized. (**C** and **D**) The size of the odontoid process (yellow arrows) was smaller in the mutant relative to WT mice. The C1 (atlas vertebrae) are shown in orange and the C2 (axis vertebrae) are shown in gray. (**E**) Quantitation of the reduced cervical angle in mutant mice. For this analysis, male and female mice were combined. (**F**) The circumferential area of the odontoid is shown to be statistically significantly reduced in mutant mice. Male and female mice have been combined for this analysis. Significance was determined using the Student’s *t* test (*P < 0.05, *** *P* < 0.001).

**Figure 4:**
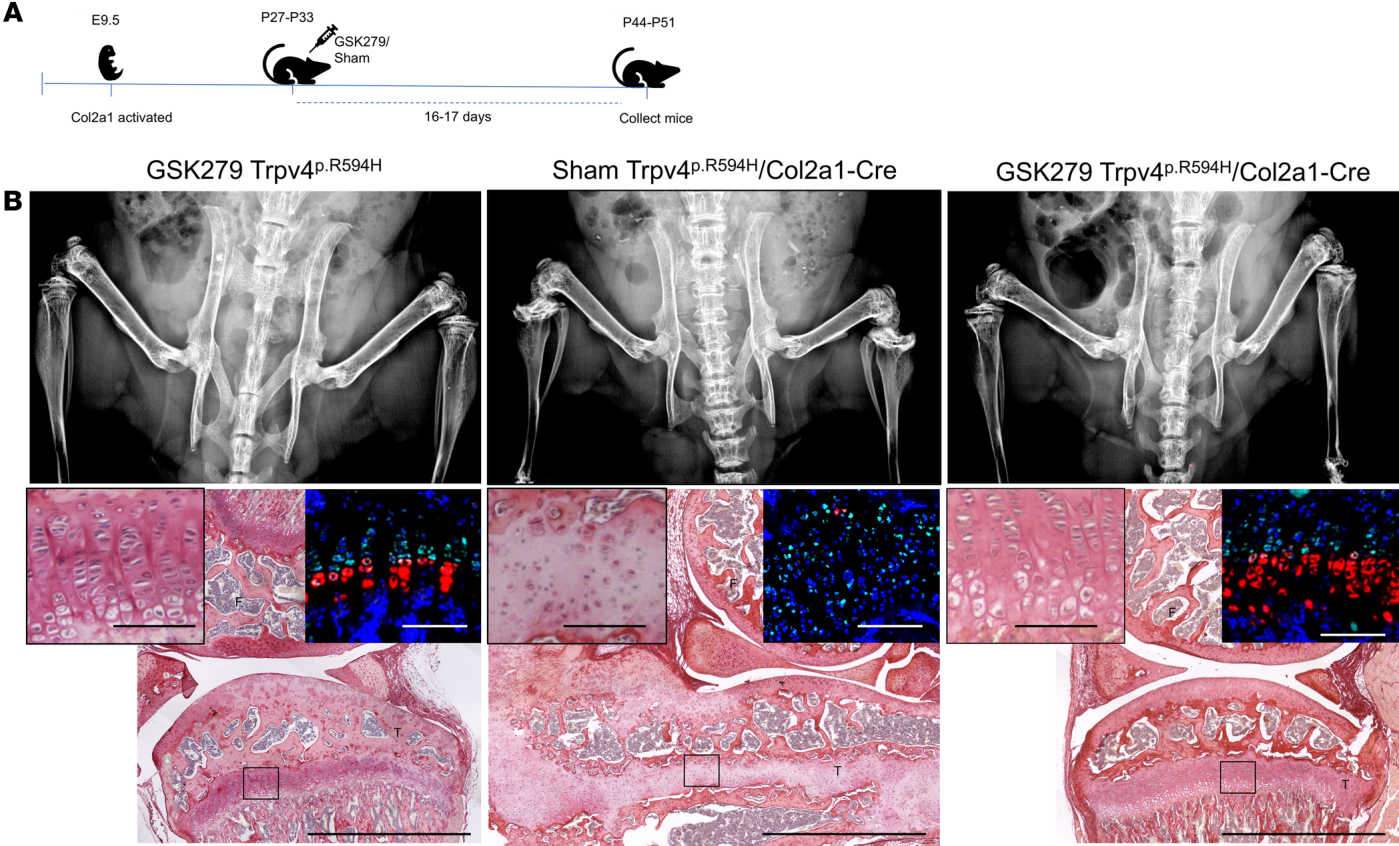
Treatment of *Col2a1-Cre*/*Trpv4*^p.R594H^ mice with GSK2798745 (GSK279). (**A**) Experimental time course in which the p.R594H mutation was activated by *Col2a1-Cre* expression during development and then treated for 17 days with GSK279. (**B**) At the top, from left to right, AP radiographs of the distal spine and knee joints of GSK279-treated *Trpv4*^p.R594H^ WT mice (*n* = 5), sham-treated (*n* = 3), and GSK279-treated *Col2a1-Cre*/*Trpv4*^p.R594H^ mutant (*n* = 5) mice. The radiographs show that the GSK279 inhibitor improved the qualitative appearance of the vertebral bodies and proximal tibiae relative to the sham-treated mice but did not fully normalize these skeletal elements. Below each radiograph are corresponding picrosirius red–stained knee joints showing the distal femur and proximal tibia. In the sham-treated *Col2a1-Cre*/*Trpv4*^p.R594H^ mice (middle panel) the marked metaphyseal dysplasia was evident with the proximal tibia (T) wrapped around the distal femur (F), and there were fewer proliferating chondrocytes that did not have the columnar arrangement present in the absence of inhibitor. There were also very few hypertrophic cells in the mutant mice. In the treated mice the knee anatomy and growth plate normalized with rescue of proliferating chondrocyte columnization and chondrocyte hypertrophy. Scale bars: 1,000 μM. For each image, there are insets showing 5× views of the proximal tibial growth plates and growth plates stained by RNAscope with probes for *Sox9* (green) and *Col10a1* (red) along with DAPI (blue), revealing that treatment also normalized expression of these molecular markers. Scale bars: 100 μM.

**Figure 5:**
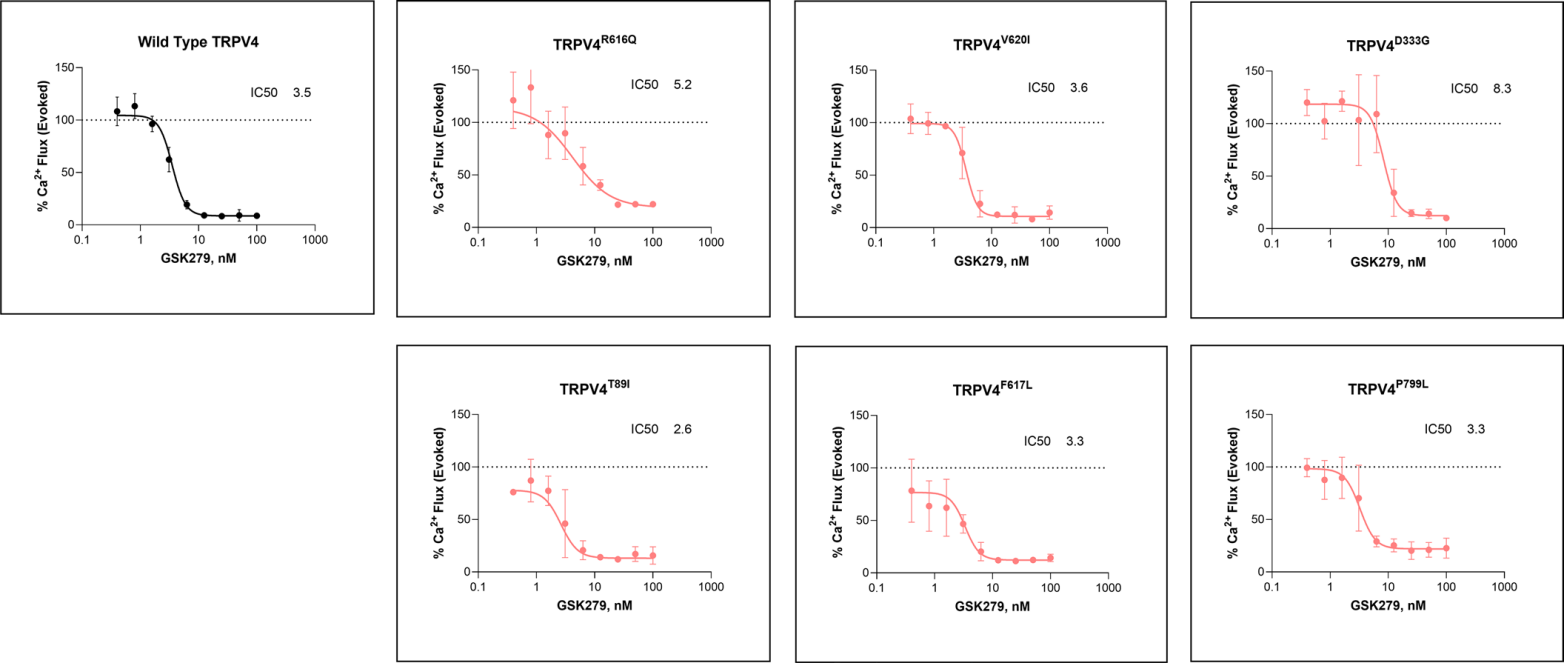
GSK2798745 broadly inhibits calcium influx in WT and gain-of-function (GOF) variants. HEK293 cells were transiently transfected with human TRPV4 WT or mutation constructs and pretreated with a range of concentrations (0.3–100 nM) of GSK2798745 (GSK279) for 1 hour prior to stimulation with 10 nM GSK1016790A (GSK101). Calcium flux was measured using a FLIPR-based calcium flux assay, and responses were normalized to the maximum GSK-101 evoked signal in the absence of inhibitor. Dose-response curves are shown for WT TRPV4 and 6 pathogenic GOF variants causal for various forms of skeletal dysplasia. Data are presented as mean ± SD of triplicates from each experiment.

**Figure 6:**
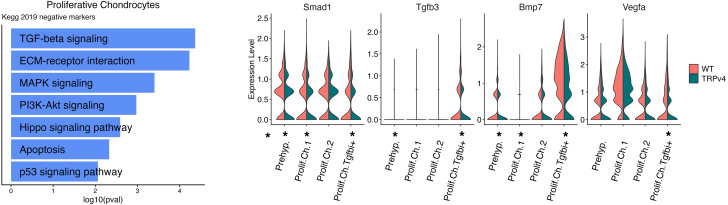
Trpv4 proliferating chondrocyte differential gene expression indicates downregulation of BMP/TGFβ signaling molecules. (**A**) Top relevant negative KEGG pathway analysis terms between WT and *Trpv4* p.R594H proliferating cell clusters. (**B**) Violin plots showing decreased expression of *Smad1*, *Tgfb3*, *Bmp*7, and *Vegfa* in 1 or more subsets of proliferating chondrocytes, quantified in Supplemental Data Set 2.

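Vegfa (chromosome 17 from 46016993 to 46032369) was at 133 ± 17.9 normalized CPM (SD, n = 2 pups) in the proliferating and Tgfbi-expressing chondrocytes of the pups labelled WT and at 141 ± 12.2 (SD, n = 3 pups) in those labelled mutant. The log2 fold change was 0.076 (standard error 0.13, adjusted p = 0.930 from edgeR). Its sign changed without WT pup 1, at -0.060, with each cluster given the same weight, at -0.010, and under choices made after the data were seen, with the unnamed clusters placed by their best score, at -0.078, and with 2 other random seeds for the clusters, at -0.036 and -0.021. By cluster, mutant minus WT was 7.31 CPM in the larger proliferating cluster, -9.22 CPM in the other and -4.27 CPM in the Tgfbi-expressing chondrocytes, with an exact permutation p between 0.5 and 0.9.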

**Figure 7:**
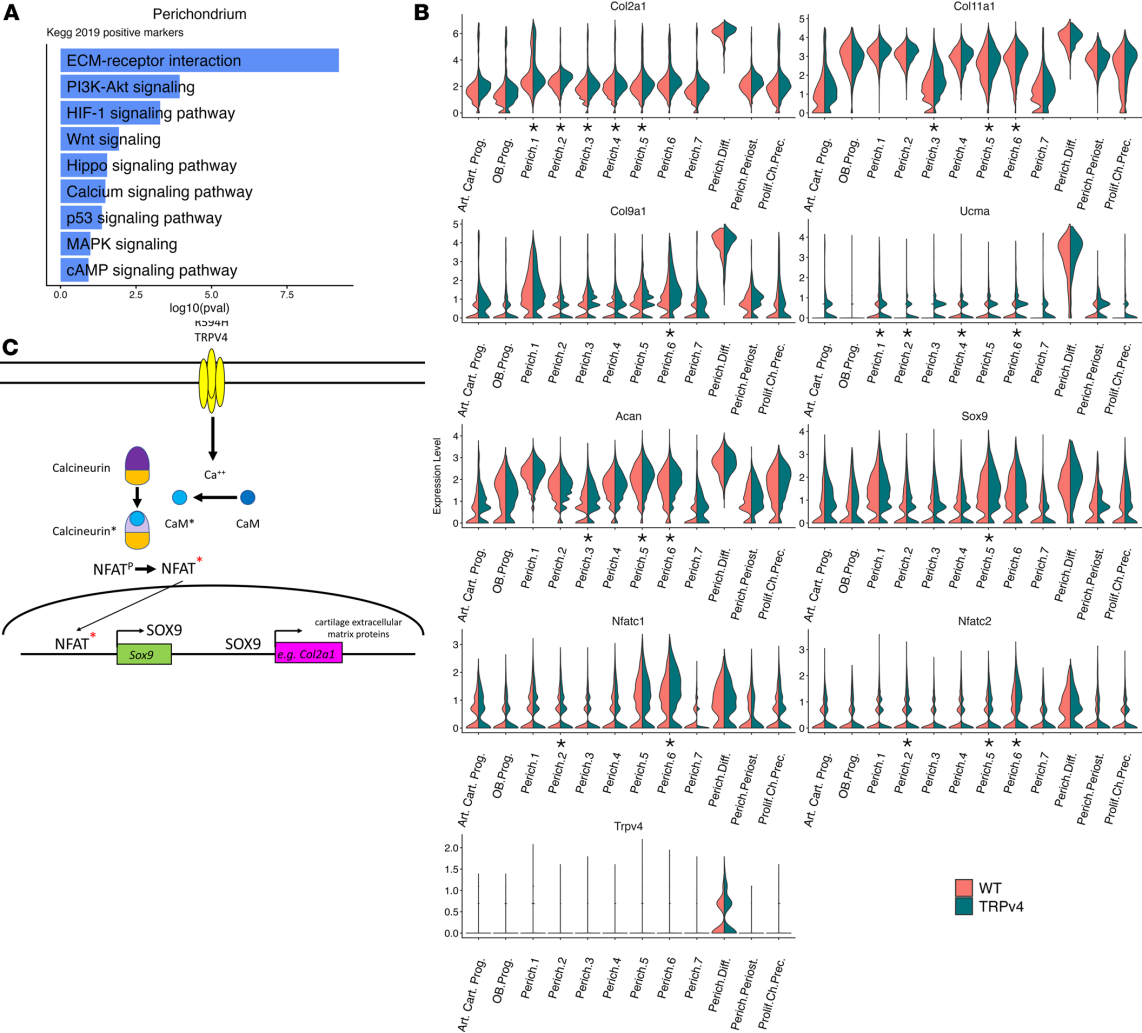
*Trpv4* perichondrial cell differential gene expression indicates upregulation of chondrocyte differentiation. (**A**) Top relevant enriched KEGG pathway analysis terms between WT and *Trpv4* p.R594H perichondrial cell clusters. (**B**) Violin plots showing increased expression of *Nfatc1*, *Nfatc2*, *Sox9*, and selected genes encoding cartilage extracellular matrix proteins, quantified in Supplemental Data Set 2. (**C**) Model of the hypothesized signaling pathway initiated by increased intracellular calcium resulting from activation of the cKI *Trpv4* allele by *Col2a1-Cre*. Under this model, increase calcium leads to calmodulin (CaM, dark blue circle) activation (light blue circle with activation indicated by the asterisk), which then binds to Calcineurin, resulting in the activation of its phosphatase activity. The activated Calcineurin then dephosphorylates NFATC1 and NFATC2, activating them and allowing them to translocate to the nucleus, where they induce *Sox9* expression. SOX9 then transcriptionally activates expression of multiple downstream cartilage extracellular matrix genes.

# Supplementary material for: Small molecule inhibition rescues the skeletal dysplasia phenotype of Trpv4 mutant mice
**Source:** JCI Insight. 2026 Jan 23;11(2):e182439. doi: 10.1172/jci.insight.182439
**Supplement:** Supplemental data

## Supplement

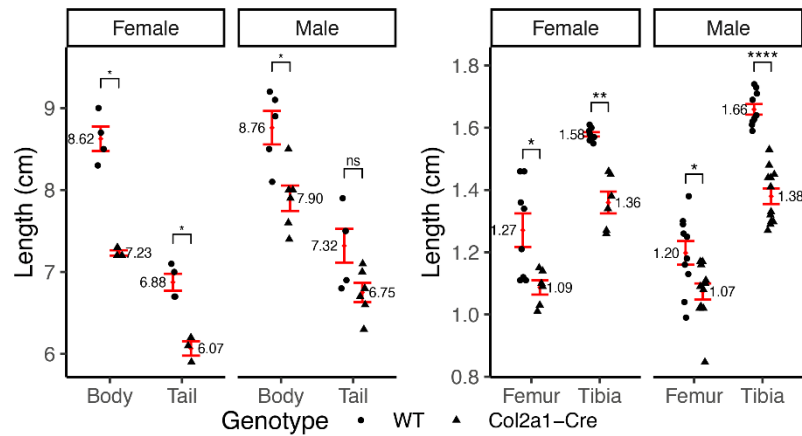

**Supplemental Figure 1. Sizes of *Col2a1-Cre Trpv4<sup>p.R594H</sup>* female and male mice compared with WT controls. (Left) Average body and tail lengths in mutant mice (n=3 for females, n=6 for males) were significantly smaller compared to unaffected mice (n=4 for females, n=5 for males). (Right) Average long bone lengths (femur and tibia) were significantly smaller in mutant mice compared to unaffected mice. P values were calculated using a Mann-Whitney *U* test. Error bars indicate mean  $\pm$  SEM. Significance of the differences: ns=p>0.05; \*=p<0.05; \*\*=p<0.01; \*\*\*=p<0.001; \*\*\*\*=p<0.0001).**

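The lengths of each mouse are listed in the study's supporting data, and femur and tibia are taken here as the mean of both sides of a mouse. In females, the body was 8.63 ± 0.299 cm (SD, n = 4) in WT and 7.23 ± 0.0577 cm (SD, n = 3) in mutant mice (2-sided exact permutation test, p = 0.0286, the smallest p that these numbers allow). The tail of the females was 6.88 ± 0.206 cm (SD, n = 4) and 6.07 ± 0.153 cm (SD, n = 3), with the same exact p. In males, the body was 8.76 ± 0.456 cm (SD, n = 5) in WT and 7.90 ± 0.379 cm (SD, n = 6) in mutant mice (exact permutation test, p = 0.0152), and the tail was 7.32 ± 0.460 cm and 6.75 ± 0.288 cm (exact permutation test, p = 0.0390).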

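The tibia of the females was 1.58 ± 0.0149 cm (SD, n = 4) in WT and 1.36 ± 0.0950 cm (SD, n = 3) in mutant mice (exact permutation test, p = 0.0286), and that of the males was 1.66 ± 0.0563 cm (SD, n = 5) and 1.38 ± 0.0896 cm (SD, n = 6) (exact permutation test, p = 0.00216). The femur of the females was 1.27 ± 0.162 cm and 1.09 ± 0.0629 cm (exact permutation test, p = 0.171), and that of the males 1.20 ± 0.124 cm and 1.08 ± 0.0766 cm (exact permutation test, p = 0.0736). Neither difference in femur length passed 0.05 by this test, which has little power with so few mice.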

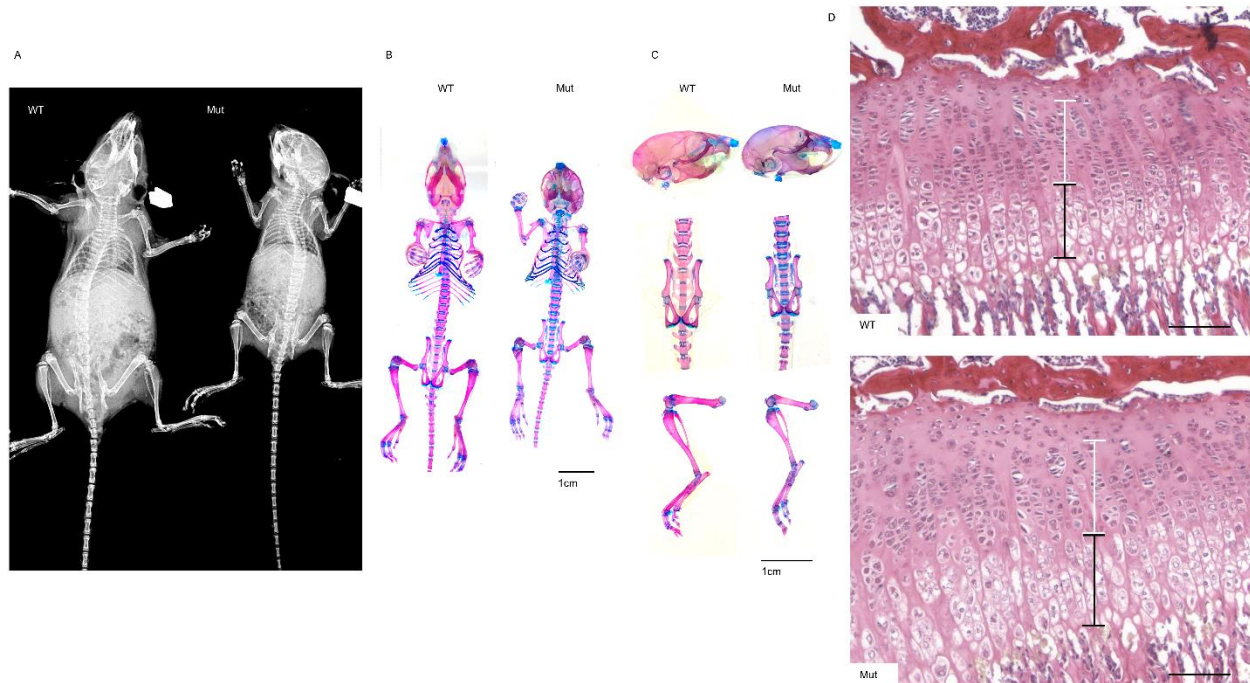

**Supplemental Figure 2. Phenotype of mutant mice at weaning.** (A) Representative AP radiographs demonstrating the smaller size of mutant mice (Mut) relative to an unaffected littermate (WT) but absence of the severe radiographic phenotype observed at 8 weeks. (B) Skeletal preparations illustrating the increased Alcian blue staining in the mutant spines. (C) Skeletal elements from B, allowing comparison of the WT and mutant mouse craniofacies, spine and lower limbs. (D) Picrosirius red stained proximal tibial growth plates illustrating the disorganized proliferative zone chondrocytes in the mutant (bottom) as compared with the WT mouse (top) with relatively normal hypertrophic zones.

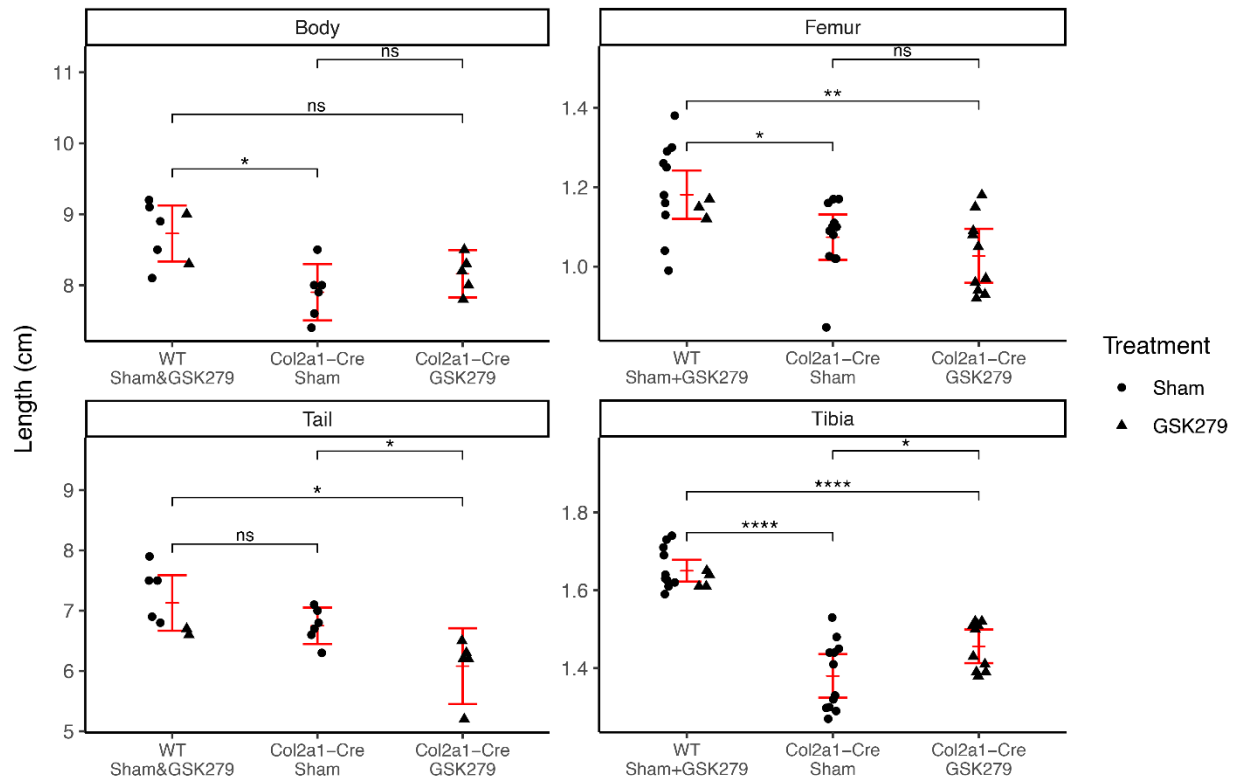

**Supplemental Figure 3. Sizes of GSK279-treated *Col2a1-Cre Trpv4* mutant male mice compared with sham-treated mutants.** Average body, tail femur and tibia lengths of the WT mice were not significantly affected by inhibitor treatment (shown by brackets on the left side of each panel and labeled ns) and thus combined for comparisons to the sham and inhibitor-treated mutant mouse groups. Note that treatment did not significantly affect the measured parameters. P values were calculated using a Mann-Whitney *U* test. Error bars indicate mean  $\pm$  SEM. Significance of the differences: ns= $p > 0.05$ ; \*= $p < 0.05$ ; \*\*= $p < 0.01$ ; \*\*\*= $p < 0.001$ ; \*\*\*\*= $p < 0.0001$ ).

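The supporting data list 9 sham-treated mutants and 4 treated mutants, of which 2 were female and 2 male. The sham-treated groups match those of Supplemental Figure 1 in number and in the spacing of their lengths. They appear to be the same mice, so that the comparisons of both figures are not independent. Over both sexes, the body was 7.68 ± 0.449 cm (SD, n = 9) with sham treatment and 7.98 ± 0.538 cm (SD, n = 4) with GSK279 (2-sided exact permutation test, p = 0.329). The tail was 6.52 ± 0.418 cm and 5.93 ± 0.550 cm (exact permutation test, p = 0.0559). The femur was 1.08 ± 0.0685 cm and 1.07 ± 0.0394 cm (exact permutation test, p = 0.736), and the tibia 1.37 ± 0.0859 cm and 1.39 ± 0.0716 cm (exact permutation test, p = 0.685). These tests do not take the sexes into account. With mice exchanged only within their sex, a test chosen after the values were seen, the exact permutation p was 0.05 for the body, 0.0607 for the tail, 0.643 for the femur and 0.611 for the tibia. For the males alone, 6 sham-treated against 2 treated, the exact permutation p was 0.179 for the body, 0.0714 for the tail, 0.679 for the femur and 0.5 for the tibia, where the smallest p possible is 0.0357. None of these tests called a longer tibia in treated mutants, where the paper's main text states a small, significant gain. In WT mice, 9 sham-treated against 4 treated, the exact permutation p lay between 0.0685 for the tail and 0.690 for the tibia, and between 0.0794 and 0.759 within sex.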

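Supplemental Table 1 gives, for channels expressed in cultured cells, the concentration of GSK279 that lowers a fluorescent calcium signal to the midpoint between its ends (IC50), both at rest (basal) and after the agonist (evoked). A lower IC50 means a stronger inhibitor. The supporting data list 6 basal IC50 values for the WT channel, with a mean of 2.47 ± 0.862 nM (SD, n = 6), and the first 4 of these give 2.18 ± 0.925 nM (SD, n = 4). The means of the 6 mutant channels lay between 2.38 and 4.15 nM, and the exact permutation p of each against the 6 WT values lay between 0.1 and 0.886. For the evoked signal the WT channel was at 4.18 ± 1.75 nM (SD, n = 6), or 3.25 ± 0.751 nM (SD, n = 4) with the first 4 values, and the mutant channels lay between 3.28 and 9.20 nM. There, 1 of the 6 channels differed from WT with an unadjusted exact permutation p under 0.05, at 0.0286.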

**Supplemental Table 1. Inhibition of basal and evoked TRPV4 skeletal dysplasia channels by GSK279.**

| Mutation                     | Phenotype   | FLIPR Ca <sup>2+</sup> IC <sub>50</sub> , nM<br>GSK279 (basal) | FLIPR Ca <sup>2+</sup> IC <sub>50</sub> , nM<br>GSK279 (evoked) |
|------------------------------|-------------|----------------------------------------------------------------|-----------------------------------------------------------------|
| <b>TRPV4<sup>WT</sup></b>    | WT          | 2.18 ± 0.93 (n=4)                                              | 3.25 ± 0.75 (n=4)                                               |
| <b>TRPV4<sup>R616Q</sup></b> | brachyolmia | 4.15 ± 2.26 (n=4)                                              | 4.63 ± 0.67 (n=3)                                               |
| <b>TRPV4<sup>V620I</sup></b> | brachyolmia | 2.75 ± 1.13 (n=4)                                              | 4.05 ± 1.94 (n=4)                                               |
| <b>TRPV4<sup>D333G</sup></b> | SMDK        | 2.63 ± 0.92 (n=3)                                              | 9.20 ± 4.21 (n=4)                                               |
| <b>TRPV4<sup>T89I</sup></b>  | MD          | 2.65 ± 1.22 (n=4)                                              | 3.73 ± 1.77 (n=4)                                               |
| <b>TRPV4<sup>F617L</sup></b> | MD          | 4.00 ± 1.74 (n=4)                                              | 5.83 ± 4.98 (n=4)                                               |
| <b>TRPV4<sup>P799L</sup></b> | MD          | 2.38 ± 0.88 (n=4)                                              | 3.28 ± 0.11 (n=4)                                               |

How the deposited data were processed for this re-analysis (not part of the article)

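Single cells from the growth plates of 5 littermate pups, 2 labelled WT and 3 labelled Col2a1-Cre Trpv4 p.R594H mutant, were captured and sequenced by the authors as 1 library per pup on the BD Rhapsody HT Express system. The authors deposited, for each pup, a matrix of UMI counts per gene and cell barcode made with their own pipeline, without normalization. The version of that pipeline, the genome build and the annotation are not named in the paper's text. The supporting data values, Supplemental Data Set 1 and Supplemental Data Set 2 of the paper were read as the paper's own values. Of Supplemental Data Set 1 the copy used here held 993 of the 29818 genes and 24 clusters with both genotypes, and of Supplemental Data Set 2 it held 9 of 36 clusters. Supplemental Data Set 1 was read as linear, since 7 of the 7 Col2a1 changes in Supplemental Data Set 2 equalled in size a log2 ratio of its columns within 0.001.

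Cells with under 200 or over 6000 genes or with over 10% mitochondrial UMIs were removed, as in the paper. The file totals per pup were 174434226 and 183322632 UMIs in the pups labelled WT and 159306162, 132422519 and 117746735 in those labelled mutant. Analytic Pearson residuals (theta 100) were computed within each pup over genes with a UMI in at least 50 cells, and 3000 variable genes were used. The tested gene lists, mitochondrial genes, Xist and Y chromosome genes were left out of these features. Other genes tested with edgeR could be among the features, and the markers behind the cluster names were themselves among the genes tested. Leiden clustering (resolution 1.5, 3 iterations, seed 1) ran on 20 nearest neighbours over 50 principal components with scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and scikit-learn 1.9.0. Clusters were named from marker lists of 20 cell classes. The log2 of each marker's CPM, with 5 CPM added, was standardized over the clusters and limited to 3 SD. A class was scored by the mean of these values over its markers. Classes within 0.5 of the best score were tried in order, so that a name could go to a class below the best. A name needed at least 3 markers above the other clusters and detected in at least 10% of cells. At least as many markers of the class had to pass this as failed it. The name was withheld where another class had more markers among the 10 leading genes. It was also withheld where a cluster of low depth had no marker of the class among them. The marker lists were written before the data were examined, and these limits were set afterwards.

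UMI counts were summed per pup over the cells of a class. The class called proliferating chondrocytes in the tests joins the proliferating clusters and the Tgfbi-expressing cluster, and the class of endothelial and blood cells joins 11 clusters. Sums were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, robust quasi-likelihood fit, Benjamini-Hochberg adjustment at 0.05), with limma 3.58.1 for the set tests camera (preset correlation 0.01) and fry, and with DESeq2 1.42.0 as an alternative, in R 4.3.3. Standard errors belong to the log2 fold changes. The difference of an effect between 2 classes was tested with the pup as a block. Gene levels are TMM-normalized CPM of the sums, and levels by cluster are CPM of all UMIs of the cluster. Other values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Shares of cells, and shares of UMIs in a list, were compared by 2-sided exact permutation over 10 groupings.

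The gene lists were a TGF-β/BMP list (92 genes), an ECM-receptor list (88), a cartilage matrix list (19), a calcineurin-NFAT list (13), a dissociation stress list (19) and a hemoglobin list (4), written by hand because the KEGG sets were not used here, and 23 genes that the paper names. The genes to be named were set in advance as those of the paper, Rcan1, Xist, Ddx3y, genes of the TGF-β/BMP list past the threshold, and in each class the 5 genes past the threshold with the largest change and a mean of at least 20 CPM. Only Crabp2 in perichondrial cells passed the threshold in edgeR with all pups in. Mmp13, Mmp9, Cytl1, Npnt, the genes called with a pup left out or without filterByExpr, and the DESeq2 calls named here were chosen after their values were seen.

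The tests were tested on simulated data, with negative binomial counts drawn from the real means, dispersions and library sizes. Counts were drawn independently for each gene. Outside the gene lists, no change smaller than a log2 of 1 was simulated. This change was given to 200 genes with a mean of at least 20 CPM. In all cells edgeR recovered 184 of them, with false calls making up 9.80% of its calls, and DESeq2 191, with 33.0%. In resting, articular and hypertrophic chondrocytes edgeR recovered 196, 195 and 181, and in endothelial and blood cells 0, where DESeq2 recovered 54. With no change simulated, camera gave a p under 0.05 in 1 of 20 draws for the TGF-β/BMP list, 1 for the ECM-receptor list and 5 for the cartilage matrix list, and with a log2 change of 0.3 in 20, 20 and 18.

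Alternatives covered the mitochondrial limit (20%), no upper limit on genes, the resolution (0.8 and 2.5), the tested genes kept among the features, residuals over all pups pooled, doublets called by Scrublet (30 principal components, 8% expected, calls under 0.5% taken as a failure) removed, free RNA subtracted, no filterByExpr, DESeq2, each cell or each cluster given the same weight (limma on log2 of CPM plus 1, clusters with at least 10 cells per pup), and leaving out each pup in turn. For the free RNA, each pup's pooled profile was subtracted from each class, scaled to the cartilage matrix list in the endothelial and blood cells, which corresponds to 22.3% and 30.5% of their UMIs in the pups labelled WT and 21.0%, 25.7% and 29.3% in those labelled mutant. Added after seeing the data were removing the top 8% of doublet scores in every pup, clustering with seeds 2 and 3, placing the unnamed clusters by their best score, counting tendon-like cells as perichondrial, and endothelial cells with macrophages only. The violin plots, UMAP and KEGG enrichment were not rebuilt. Lengths and IC50 values of the supplement were compared by exact permutation of means, and treated with sham-treated mice also within sex, a test added after seeing the data.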

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

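All tests of explanations in this part were chosen only after the results were seen, and so was the choice of the genes.

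Xist was found in a fraction of 0.898 of the cells of pup 3 and 0.884 of pup 4, both labelled mutant, and Ddx3y in few of their cells, while the pups labelled WT and pup 5 showed the opposite. The paper does not report the sex of these pups, and it is drawn here from no label. The WT cells of the paper's Supplemental Data Set 2 contain Xist in a fraction of 0.451 in its perichondrial cluster 1, where neither library labelled WT has it. An exchange of the WT and mutant columns in that table is argued against by its mutant column, which has Xist in a fraction of 0.277, far above the pups labelled WT. A pup that is placed in different groups by the labels and by the paper's tables remains a candidate explanation, since the fraction of 0.451 needs a pup with Xist among the WT cells. No list names the pup or the record, none was inferred from the levels measured, and other origins of the tables were not tested. Since both pups with Xist carry the mutant label and both pups labelled WT have Ddx3y, sex is partly confounded with the label in every comparison here. No biological explanation was tested for the sex genes.

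Over all cells, 3 genes outside those the paper discusses were higher in every pup labelled mutant than in both pups labelled WT. They are what remained of the DESeq2 calls over all cells, without Xist, at a mean of at least 20 CPM and a fold of at least 1.5, out of 13 genes before the limit on the fold. Mmp13 (chromosome 9 from 7272514 to 7283331) was at 29.2 and 36.7 normalized CPM in the pups labelled WT and 92.0, 66.3 and 70.7 in those labelled mutant, a log2 fold change of 1.21. Mmp9 (chromosome 2 from 164940780 to 164955850) was at 21.2 and 19.8 against 48.2, 35.2 and 38.2, a log2 fold change of 0.98. Cytl1 (chromosome 5 from 37735519 to 37739820) was at 130 and 120 in the pups labelled WT and between 176 and 215 in those labelled mutant, a log2 fold change of 0.62. The adjusted p of all 3 was 0.841 in edgeR. DESeq2 gave 8.05e-07 for Mmp13, 1.03e-05 for Mmp9 and 0.00362 for Cytl1, and over the alternatives other than a left-out pup the adjusted p lay between these values and 0.887. With each pup left out in turn the log2 fold change stayed between 1.05 and 1.39 for Mmp13, 0.84 and 1.08 for Mmp9, and 0.52 and 0.68 for Cytl1.

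A weight of deep cells in the sums is argued against for Mmp13, which stayed at 1.07 with every cell given the same weight. As the whole cause it is also argued against for Cytl1, which was at 0.46 in that setting, with a standard error of 0.13, though a part of the rise stays open to it. For Mmp9 that value was 0.36, with a standard error of 0.18, so that the same explanation cannot be told apart from the others for this gene. A larger share of osteoblast progenitors may add to both genes. That share was higher by 1.13 percentage points in the pups labelled mutant, with overlapping pups. It was higher by 0.42 to 1.65 points with each pup left out and by 0.23 to 1.22 points over 10 alternatives. Mmp13 within these cells was at 2248 and 1512 CPM against 1601, 2090 and 3371, also overlapping, so that this explanation cannot be told apart either. In osteoblast progenitors Mmp9 was at 891 and 776 CPM against 712, 981 and 1409, also overlapping. Endothelial and blood cells held Mmp9 as well, at 212 and 49.4 CPM against 282, 375 and 635. There every pup labelled mutant was above both labelled WT (exact permutation test, p = 0.2), while in macrophages alone the pups overlapped. A rise within endothelial and blood cells is not covered by the share of osteoblast progenitors. The lower depth of the pups labelled mutant and the sex of the pups remain open for all 3 genes, as do a wrong label of a pup and an effect of the mutation, which the design names and which was not tested apart from these. Cytl1 is a gene of the cartilage matrix list and a marker of articular chondrocytes, and a shift in the share of a cell class was not tested for it.

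Among the length groups of 4 to 10 mice in the supporting data, 12 distinct groups were checked for a value far from the others by Dixon's test, and 0 had one.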

How the results depend on the processing

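The tests with equal weights for the gene lists, those with clustering seeds 2 and 3, those with the top 8% of doublet scores removed in every pup, the unnamed clusters placed by score, tendon-like cells counted as perichondrial, endothelial cells and macrophages only, and all alternatives for the count of genes over all cells and for Mmp13, Mmp9 and Cytl1 were chosen only after the data were seen. The cause was not tested for any of the changes given here. No paired analysis was possible because the groups share no replicate numbers, the pups labelled WT being 1 and 2 and those labelled mutant 3 to 5.

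The shares of Tgfbi-expressing and resting chondrocytes, osteoblast progenitors, erythroid cells and granulocytes kept their direction under 10 alternatives and with each pup left out. Over the 10 alternatives the difference was 0.199 to 1.62 percentage points for Tgfbi-expressing chondrocytes, 0.113 to 5.69 for resting chondrocytes, -1.25 to -0.786 for erythroid cells and -1.06 to -0.595 for granulocytes. Col2a1, Col11a1, Ucma, Nfatc1 and Nfatc2 in perichondrial cells kept their direction in all alternatives in which they could be tested and with each pup left out. None of the genes of the paper that were followed over these alternatives passed the threshold in any of them. Prrx1, which was not followed, was called by DESeq2 in proliferating chondrocytes. The TGF-β/BMP list in proliferating chondrocytes kept its direction and stayed under a camera p of 0.05 in 14 of 14 alternatives, at a median between 0.018 and 0.099, and with each pup left out, at a median between 0.048 and 0.11.

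With a mitochondrial limit of 20%, 99.4% of the cells passed the filters and the difference in the share of perichondrial cells was 0.245 percentage points. With the tested genes kept among the features that difference was 0.173 points, Col9a3 was at -0.034, Col11a2 at -0.10, Acan at -0.030 and the ECM-receptor list at -0.015, and the difference between perichondrial and blood cells in the cartilage matrix list, at 0.040, was no longer past the threshold. At a resolution of 0.8 Col9a3 was at -0.062, Col11a2 at -0.20, Acan at -0.028 and the ECM-receptor list at 0.027 and past the threshold. With residuals over all pups pooled the share differed by -0.630 points for articular chondrocytes, 0.0695 for hypertrophic chondrocytes and 0.152 for perichondrial cells, Col11a2 was at -0.20 and Acan at -0.034, the cartilage matrix list was at 0.065 and past the threshold, and its difference from blood cells, at 0.12, no longer was. With seed 2 the share differed by 0.146 points for proliferating chondrocytes and 0.352 for perichondrial cells, Vegfa was at -0.021 and the cartilage matrix list at 0.34 and past the threshold. With seed 3 the share differed by -0.416 points for articular chondrocytes and 0.795 for perichondrial cells, Vegfa was at -0.036 and the cartilage matrix list at 0.24 and past the threshold.

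With each cell given the same weight Smad1 was at -0.0088, Col9a3 at -0.16, Col11a2 at -0.20, Acan at -0.13, Sox9 at -0.0042, the ECM-receptor list at 0.012 and past the threshold, and the cartilage matrix list at -0.10. With each cluster given the same weight Tgfb3 was at -0.11, Bmp7 at -0.051, Vegfa at -0.010, Col9a3 at -0.012, Col11a2 at -0.057 and Acan at -0.17, and 1 gene was called in resting chondrocytes, Tagln, and 1 in articular chondrocytes, Hbb-bs, both lower. With free RNA subtracted Sox9 was at -0.33 and the cartilage matrix list at -0.54. With called doublets removed Col9a2 was at -0.099, Col9a3 at -0.24, Col11a2 at -0.24, Acan at -0.091, the cartilage matrix list at -0.091 and its difference from blood cells at -0.58. With the top 8% of scores removed in every pup Col9a1 was at -0.10, Col9a2 at -0.22, Col9a3 at -0.41, Col11a2 at -0.41, Acan at -0.14, the list at -0.16 and its difference from blood cells at -0.62. With unnamed clusters placed by score Vegfa was at -0.078. With tendon-like cells counted as perichondrial Col9a3 was at -0.13, Col11a2 at -0.069 and Acan at -0.10.

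In perichondrial cells the count of genes past the threshold in edgeR was 1 and became 0 with a mitochondrial limit of 20%, the tested genes kept, a resolution of 0.8 or 2.5, pooled residuals, seed 2, seed 3, free RNA subtracted, tendon-like cells counted as perichondrial, and each cluster given the same weight. The counts were 0 in all cells and in each other class, with 1169 genes at an unadjusted p under 0.05 in all cells, 793 in resting, 915 in articular and 338 in hypertrophic chondrocytes and 513 in endothelial and blood cells. DESeq2 called 48 genes in all cells, 16 in proliferating chondrocytes, 30 in perichondrial cells, 24 in resting, 6 in articular and 1 in hypertrophic chondrocytes and 7 in endothelial and blood cells. Without filterByExpr edgeR called 214 genes in proliferating chondrocytes, 146 in perichondrial cells, 13 in resting, 90 in articular and 27 in hypertrophic chondrocytes and 0 in all cells and in endothelial and blood cells. In endothelial cells and macrophages only, 7 genes were called.

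With each pup left out in turn the count was 0 to 6 in all cells, 0 to 5 in proliferating chondrocytes, 0 to 8 in perichondrial cells, 0 to 8 in resting, 0 to 7 in articular and 0 to 7 in hypertrophic chondrocytes. In endothelial and blood cells it was 0 to 1168, with 1168 without WT pup 2. The log2 fold changes ranged from -0.16 to 0.61 for Trpv4 in all cells, -0.034 to 0.19 for Smad1, -0.13 to 0.31 for Tgfb3, -0.16 to 0.38 for Bmp7 and -0.060 to 0.22 for Vegfa. In perichondrial cells they ranged from -0.034 to 0.67 for Col9a1, -0.068 to 0.64 for Col9a2, -0.25 to 0.43 for Col9a3, -0.33 to 0.36 for Col11a2, -0.22 to 0.29 for Acan and -0.087 to 0.37 for Sox9. The median of the ECM-receptor list ranged from 0.021 to 0.16, that of the cartilage matrix list from -0.21, without mutant pup 5, to 0.43, without mutant pup 3, and its difference from blood cells from 0.10, without WT pup 2, to 0.62, without WT pup 1. The share differed by -0.476 to 6.95 points for articular chondrocytes, -0.609 to 0.357 for hypertrophic chondrocytes and -3.31 to 2.91 for perichondrial cells. A group left with 1 pup is assumed to vary like the other group.

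The pups labelled mutant were shallower in every class tested, and no test here separates depth from the label.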

Differences from the paper's values

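The perichondrial clusters numbered 3 here, while the paper's number is 11. None of the alternatives set before the data were examined reached the paper's number, with 4 clusters under a mitochondrial limit of 20%, 3 with the tested genes kept among the features, 4 at a resolution of 0.8, 7 at 2.5 and 3 with residuals over all pups pooled. The cluster names were rebuilt from markers, and the limits of the 2 sets of names differ.

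The paper states an increase of about 50% in perichondrial cells for a group of cartilage genes with Acan among its examples, and no value for Acan alone. Here 8 genes of this group were followed, and 7 of them, with increases between 6.82% and 47.2%, lay no further from 50% than the SD of the pups labelled mutant. Without mutant pup 5, 5 of the 8 genes, Acan among them, were lower in the pups labelled mutant. The SD of the pups labelled mutant is wide and leaves out the pups labelled WT. Lying within it is therefore no sign of an increase of 50%. Acan changed by 1.03%, where the paper's value for the group is 50%, further away than this SD and by more than 1.5 times. All alternatives set before the data were examined in which Acan was tested differ from the paper's value in the same way, among them DESeq2, no filterByExpr, a mitochondrial limit of 20%, the tested genes kept, both resolutions, pooled residuals, called doublets removed, equal weights for cells or clusters, and each pup left out, the highest being 22.1% without WT pup 1. In the paper's Supplemental Data Set 1, whose values are averages per cluster and genotype and not per pup, the log2 ratio of Acan lies between 0.059 and 0.51 over its 5 perichondrial clusters, with a median of 0.14.

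The paper's number of TGF-β/BMP pathway genes with altered expression in proliferating chondrocytes is 15. Here 0 of 78 genes of a hand-written list passed the threshold in edgeR, with 9 at an unadjusted p under 0.05, and 0 in DESeq2, with 10. No alternative set before the data were examined reached the paper's number. Without filterByExpr there were 4 such genes, Bmp6, Fst, Gdf5 and Inhba, named after their values were seen, and every other alternative gave 0. The paper's methods name the Seurat package and not the unit of its test, while pups were tested here.

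Vegfa in proliferating chondrocytes had a log2 fold change, by the labels, of 0.076, where the median over the paper's proliferating clusters in Supplemental Data Set 1 is -0.19. All alternatives set before the data were examined differ from the paper's value, and the lowest of them was -0.060, without WT pup 1. None of them regrouped the pups, so that a wrong label of a pup stays open for this difference.

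The fraction of cells with a Xist UMI was 0.00142 in resting chondrocytes of the pups labelled WT, 0 in perichondrial cells and 0.00124 in articular chondrocytes. The paper's values for WT cells in Supplemental Data Set 2 are 0.56, 0.451 and 0.533. The fraction with a Ddx3y UMI was 0.778, 0.559 and 0.642, where the paper's values for WT cells are 0.32, 0.23 and 0.324. These fractions were set against single clusters of the paper. They were computed in the main setting only, so that no alternative bears on them. The libraries and the paper's tables do not match for these genes, for a reason that was not settled, and the direction of every WT to mutant comparison here depends on the labels. No comparison was made under another grouping of the pups.

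The paper states that Smad1, Tgfb3 and Bmp7 are reduced in mutant proliferating chondrocytes, with statistical significance. Here the log2 fold changes by the labels were 0.08, 0.08 and 0.21, and 55 of the 78 genes of the TGF-β/BMP list were higher in the pups labelled mutant. Smad1 was lower with each cell given the same weight (-0.0088), without WT pup 1 (-0.030) and without mutant pup 3 (-0.034). Tgfb3 was lower with each cluster given the same weight (-0.11), without WT pup 1 (-0.11) and without mutant pup 3 (-0.13). Bmp7 was lower with each cluster given the same weight (-0.051) and without mutant pup 3 (-0.16). None of these settings passed the threshold. In the proliferating clusters alone Tgfb3 and Bmp7 were lower by the labels, and in the Tgfbi-expressing chondrocytes alone all 3 genes were, each with overlapping pups.

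The paper's legend states that the long bones of mutant mice were significantly shorter in Supplemental Figure 1. The femur had an exact permutation p of 0.171 in females and 0.0736 in males, and an exact Mann-Whitney U test gave 0.113 in males. The legend of Supplemental Figure 3 speaks of male mice, while the supporting data list 2 female and 2 male treated mutants. The paper's main text states a small, significant gain in tibia length with treatment, while that legend states no significant effect. For treated against sham-treated mutants, the exact permutation p of the tibia within sex was 0.611. The age of the pups is postnatal day 3 in the paper and day 5 in the sample labels.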

Other observations

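The tests of the free RNA and of doublets for the cartilage matrix list were set in advance. The other tests of explanations in this part, among them a shift between clusters for this list, were chosen only after the results were seen. DESeq2 was an alternative set before the data were examined, while its calls named here were chosen after their values were seen.

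The cartilage matrix list was higher in the perichondrial cells of the pups labelled mutant, at a median log2 fold change of 0.22 that did not pass the threshold. Free RNA from chondrocytes may account for it, since the median was -0.54 once free RNA was subtracted. That value rests on the 4 genes left to test and on a subtraction scaled to few cells. In endothelial and blood cells, where this list measures free RNA, its median was -0.14, with pups that overlapped, so that the explanation cannot be told apart from a change within the perichondrial cells. With called doublets removed the median was -0.091, but the caller had failed in 2 of the pups, and with every cluster given the same weight it was 0.079. As the value with every cell given the same weight was -0.10 and pup 5 decided the direction, with -0.21 without it, doublets and a shift of cells between clusters cannot be told apart from the other explanations either. An effect of the mutation stays open as well, and so does a wrong label of a pup, which was not tested here.

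The TGF-β/BMP list was higher in proliferating chondrocytes of the pups labelled mutant, and it was also higher by 0.097 in endothelial and blood cells (camera, p = 0.00258, fry, p = 0.335, and exact permutation test of the share of UMIs, p = 0.7), 0.088 in perichondrial cells, 0.040 in resting, 0.051 in articular and 0.051 in hypertrophic chondrocytes. This is consistent with a shift shared by all cell types, such as one from depth, sex, the mutation or a wrong label, which were not told apart here. Free RNA from other cells could also add to it, as the median was 0.042 once free RNA was subtracted. Its part cannot be told apart from the rest, because the subtraction lowered the list without turning it. The median was lowest over the 14 alternatives, at 0.018, with each cluster given the same weight. A shift of cells between clusters therefore stays open too.

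Transcripts of the 4 hemoglobin genes were lower in each of the 6 classes of the pups labelled mutant, with a median log2 fold change from -3.11 in hypertrophic chondrocytes to -0.54 in endothelial and blood cells, and -2.37 in proliferating chondrocytes (camera, p = 7.26e-11, fry, p = 0.0891, and exact permutation test of the share of UMIs, p = 0.1). Erythroid cells had a share that differed by -1.01 percentage points, with every pup labelled mutant below both labelled WT, which is consistent with free RNA from fewer red cells. Whether blood was removed to a different extent from the pups, or whether the pups had fewer red cells, was not tested. In articular chondrocytes DESeq2 called 3 of these genes lower, Hbb-bs, Hbb-bt and Hba-a2, beside Ctsc, Plscr1 and Xist higher, and in hypertrophic chondrocytes Hbb-bt alone.

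The dissociation stress list had a median of -0.13 in proliferating chondrocytes (camera, p = 0.00735, fry, p = 0.332, and exact permutation test of the share of UMIs, p = 0.2), 0.28 in endothelial and blood cells (camera, p = 0.000138, fry, p = 0.411, and exact permutation test of the share of UMIs, p = 0.5) and -0.17 in perichondrial cells (camera, p = 0.0895, fry, p = 0.636, and exact permutation test of the share of UMIs, p = 0.5). The cartilage matrix list in proliferating chondrocytes had a median of 0.010 and a mean of -0.0058 (camera, p = 0.331, and exact permutation test of the share of UMIs, p = 0.8), and the calcineurin-NFAT list a median of 0.074 (camera, p = 0.0922, fry, p = 0.0454, and exact permutation test of the share of UMIs, p = 0.8). The hemoglobin list in perichondrial cells had a median of -0.98 (camera, p = 0.00620, fry, p = 0.298, and exact permutation test of the share of UMIs, p = 0.4). The genes whose pups did not overlap were 22.5% in all cells, 21.8% in resting, 24.6% in articular and 17.6% in hypertrophic chondrocytes and 18.3% in endothelial and blood cells, where chance gives 20%.

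In perichondrial cells the 30 genes called by DESeq2 included Crabp2, Npnt, Tgfb2, with a log2 fold change of 0.51, Runx2, with 0.76, and Xist. The copy of the paper's Supplemental Data Set 1 has a Col2a1 average that is higher in mutant than in WT in 24 of 24 clusters, and a Ucma average likewise in 24.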
